# Anti-Obesity Effects of Polymethoxyflavone-Rich Fraction from Jinkyool (*Citrus sunki* Hort. ex Tanaka) Leaf on Obese Mice Induced by High-Fat Diet

**DOI:** 10.3390/nu14040865

**Published:** 2022-02-18

**Authors:** Yeong-Jun Jin, Mi-Gyeong Jang, Jae-Won Kim, Songyee Baek, Hee-Chul Ko, Sung-Pyo Hur, Se-Jae Kim

**Keywords:** *Citrus sunki*, polymethoxyflavones, anti-obesity, high-fat diet, C57BL/6, fatty-acid oxidation, lipolysis

## Abstract

Polymethoxyflavones (PMFs) are flavonoids exclusively found in certain citrus fruits and have been reported to be beneficial to human health. Most studies have been conducted with PMFs isolated from citrus peels, while there is no study on PMFs isolated from leaves. In this study, we prepared a PMF-rich fraction (PRF) from the leaves of *Citrus sunki* Hort ex. Tanaka (Jinkyool) and investigated whether the PRF could improve metabolic decline in obese mice induced by a high-fat diet (HFD) for 5 weeks. The HFD-induced obese mice were assigned into HFD, OR (HFD + orlistat at 15.6 mg/kg of body weight/day), and PRF (HFD + 50, 100, and 200 mg/kg of body weight/day) groups. Orlistat and PRF were orally administered for 5 weeks. At the end of the experiment, the serum biochemical parameters, histology, and gene expression profiles in the tissues of each group were analyzed. The body weight gain of the obese mice was significantly reduced after orlistat and PRF administration for 5 weeks. PRF effectively improved HFD-induced insulin resistance and dyslipidemia. Histological analysis in the liver demonstrated that PRF decreased adipocyte size and potentially improved the liver function, as it inhibited the incidence of fatty liver. PRF activated AMP-activated protein kinase (AMPK), acetyl-CoA carboxylase (ACC), and hormone-sensitive lipase (HSL) in HFD-induced obese mice. Moreover, liver transcriptome analysis revealed that PRF administration enriched genes mainly related to fatty-acid metabolism and immune responses. Overall, these results suggest that the PRF exerted an anti-obesity effect via the modulation of lipid metabolism.

## 1. Introduction

Obesity is a complex, multifactorial disorder that is primarily caused by an imbalance between energy uptake and expenditure. The prevalence of obesity is increasing worldwide and its associated metabolic disorders are a major public health concern [1]. Moreover, obesity contributes to chronic diseases such as type 2 diabetes, nonalcoholic fatty liver disease, hypertension, heart disease, osteoarthritis, and obstructive sleep apnea, and increases the risk of several cancers and other diseases [2,3,4,5]. In addition, people living with obesity often experience mental health issues alongside different degrees of functional limitations, i.e., obesity-related disability, and they suffer from social bias, prejudice, and discrimination [6].

Currently, multiple therapeutic methods with which to treat obesity are available, including strengthening exercises, diet control, behavioral changes, surgical treatment, and pharmacotherapy. However, these therapeutic options have the following problems: their time requirements and economic costs are high, many have side effects, and the weight is easily regained after stopping the drugs [7,8,9]. Epidemiological studies have revealed a positive correlation between a high intake of flavonoid-rich foods and the incidence of metabolic syndrome [10,11]. Therefore, recently, bioactive compounds from plant extracts, including citrus flavonoids, have attracted more attention for curing obesity. Citrus flavonoids derived from citrus plants are polyphenolic compounds, and they are divided into three major subgroups: flavanones, flavone glycosides, and polymethoxyflavones (PMFs). PMFs are flavones with two or more methoxyl groups, which exhibit various physiological and pharmacological bioactivities. In particular, PMFs are of great interest due to their beneficial properties, such as anti-obesity, anticancer, and anti-inflammatory activities, both in vitro and in vivo [12,13,14,15,16,17].

*Citrus sunki* Hort ex. Tanaka (commonly known as Jinkyool) is a native citrus plant cultivated in Jeju-do, Korea, and its peel extract is known to contain a large amount of PMFs with various biological activities [18,19,20]. PMFs have been found in the seeds, leaves, juice, stems, and peels of citrus. However, most studies have been conducted on the flavedo and peels of citrus fruits, and there is no study on PMFs isolated from citrus leaves. In this study, we prepared a PMF-rich fraction (PRF) from *C. sunki* leaf and evaluated its efficacy as an anti-obesity ingredient for obese mice whose obesity was induced by a high-fat diet (HFD).

## 2. Materials and Methods

### 2.1. Plant Material and Preparation of Polymethoxyflavone-Rich Fraction (PRF)

The Jinkyool fruits and leaves used in this study were collected in Jeju-do, Korea, in February 2021. The collected fruits and leaves were washed immediately, dried at 60 °C for 24 h, and then powdered. The PMF-rich fraction (PRF) was made according to the method of Ko et al. [20]. Briefly, the pulverized powder was extracted with hot water at 100 °C for 5 h. The hot water extract was mixed with hexane in a 1:1 ratio; the hexane layer was recovered, concentrated, lyophilized, and stored at −20 °C until it was used in experiments. The contents of three major PMFs (nobiletin, tangeretin, and sinensetin) in the hexane fraction were quantified using a high-performance liquid chromatography (HPLC) system comprising two pumps, an autosampler, a column oven, and a PDA detector (Waters 2695 Alliance system). The instrument control and data acquisition were accomplished using the Empower software (version 2.0; Waters) and a Sunfire C18 column (4.6 × 250 mm, 5 µm; Waters), monitored at 330 nm. The fraction from whole fruits contained 22.03 mg/g of PMFs (nobiletin, 8.07 mg/g, and tangeretin, 13.96 mg/g), while that of the leaves contained 67.25 mg/g of PMFs (sinensetin, 1.10 mg/g; nobiletin, 15.81 mg/g; and tangeretin, 50.34 mg/g) (Figure 1). Thus, the hexane fraction from the leaves was designated as the PMF-rich fraction (PRF) and used in the subsequent experiment.

### 2.2. Animals and Experimental Design

Four-week-old male C57BL/6J mice were obtained from Cronex Inc. (Gyeonggi-do, Korea). The animals were acclimated for 1 week by housing in appropriate cages under a 12 h/12 h light/dark cycle at room temperature (23 ± 2 °C) and 55% ± 5% relative humidity. After the acclimation period, the animals were fed a normal diet consisting of 14% fat, 21% protein, and 65% carbohydrate (total energy 4.04 kcal/g) (ND, LabDiel 5L79, Orient Bio. Inc. Seongnam-si, Gyeonggi-do, Korea) or a high-fat-diet (HFD), consisting of 60% fat, 20% protein, and 20% carbohydrate (total energy 5.24 kcal/g) (D12492, Research Diets, Inc. New Brunswick, NJ, USA) to induce obesity, for 5 weeks [21]. Then, the HFD-induced obese mice were assigned into HFD, OR (HFD + orlistat at 15.6 mg/kg of body weight/day), and PRF (HFD + 50, 100, and 200 mg/kg of body weight/day) groups. Orlistat and PRF were orally administered at a given dose daily for 5 weeks. The concentration of orlistat was determined by referring to previous reports [22,23]; the drugs were diluted in 0.5% carboxymethyl cellulose (CMC) and administered once daily.

### 2.3. Oral Glucose Tolerance Test (OGTT)

The OGTT was performed at the final experimental day. The experimental animals fasted for at least 8 h, and then glucose (2 g/kg of body weight) was administered orally. After glucose administration, rat tail vein blood was taken at 30, 60, 90, and 120 min to measure the blood glucose level. The HOMA-IR index was assessed by multiplying the fasting serum insulin and fasting serum glucose, and then dividing the result by a constant number [24]: HOMA-IR = (fasting glucose (mg/dL) × fasting insulin (mU/L))/405.

### 2.4. Collection of Serum and Tissue Samples

Blood was taken from the hearts of mice that had fasted for 8 h and been anaesthetized with isoflurane from Vspharm (Gyeonggi, South Korea). The blood was allowed to stand at room temperature for 5 h or more to coagulate, and the coagulated blood was centrifuged at 3000× *g* for 20 min to separate the serum. The separated serum was stored at −70 °C until blood analysis. The liver, adipose tissue, spleen, and kidneys were extracted, weighed, and stored in liquid nitrogen for analysis.

### 2.5. Biochemical Parameter Assays

The serum triglyceride (TG), total cholesterol (TC), high-density lipoprotein cholesterol (HDL-C), and low-density lipoprotein cholesterol (LDL-C) levels were determined using commercial kits (DoGenBio, Seoul, South Korea). The serum glutamic oxaloacetic transaminase (GOT) and glutamic pyruvic transaminase (GPT) levels were determined using commercial kits from Asan Pharm (Gyeonggi, South Korea), according to the manufacturer’s protocol. The insulin levels were determined using rat insulin ELISA kits (Mercodia, Uppsala, Sweden).

### 2.6. Histological Analysis

The adipose and liver tissues were extracted and fixed in 4% paraformaldehyde for 48 h. The tissues were dehydrated with an ethanol series, embedded in paraffin wax, and sectioned into 7 μm-thick slices. After deparaffinization and rehydration, the tissue sections were stained with hematoxylin and eosin (H&E). Then, the stained sections were dehydrated and sealed with Canada balsam (Junsei, Tokyo, Japan), and observed under a microscope (BX-51, Olympus, Tokyo, Japan).

### 2.7. Western Blot Analysis

Western blot analysis was performed according to a previous report [25]. The adipose tissue was homogenized in cold lysis buffer (1 × RIPA buffer, 1 mM phenylmethylsulfonyl fluoride, 1 mM Na_3_VO_4_, 1 mM NaF, 1 μg/mL aprotinin, 1 μg/mL pepstatin, and 1 μg/mL leupeptin) and gathered by centrifugation at 14,000 rpm for 20 mim. The lysate protein concentrations were quantified using a protein assay kit (Bio-Rad, Hercules, CA, USA). The proteins were separated using electrophoresis on sodium dodecyl sulfate–polyacrylamide gels and then moved to polyvinylidene fluoride membranes. The membranes were blocked with 5% (*w*/*v*) skim milk and 0.1% (*v*/*v*) Tween-20 in Tris-buffered saline (TBST). The membranes were incubated with primary antibodies (dilution 1:2000–10,000) against β-actin (Santa Cruz, CA, USA), phospho-AMP-activated protein kinase (pAMPK) and AMPK (Cell Signaling technology, Beverly, MA, USA), phosphor-acetyl-CoA carboxylase (pACC) and ACC (Cell Signaling Technology), and phosphor-hormone-sensitive lipase (pHSL) (Cell Signaling Technology) overnight at 4 °C. The membranes were cleaned with 0.1% TBST and then reacted at room temperature for 1 h with a peroxidase-conjugated secondary antibody (dilution 1:5000–10,000) (Vector Laboratories, Burlingame, CA, USA). The membranes were cleaned with 0.1% TBST; then, the proteins were identified using the Westar ETA C 2.0 substrate (Cyanagen, Bologna, Italy).

### 2.8. RNA-Seq Library Preparation and Sequencing

Liver tissue samples were homogenized to extract the RNA, and the total RNA was prepared using TRIzol reagent (Invitrogen, MA, USA). The RNA quality was evaluated using an Agilent 2100 Bioanalyzer (Agilent Technologies, Amstelveen, The Netherlands, USA), and RNA quantification was executed by an ND-2000 Spectrophotometer (Thermo Inc., DE, USA). Libraries were made from total RNA using the NEBNext Ultra II Directional RNA-Seq Kit (NEW ENGLAND BioLabs, Inc., Hitchin, UK). The mRNA was isolated using the Poly(A) RNA Selection Kit (LEXOGEN, Inc., Vienna, Austria), and used for the cDNA synthesis and shearing according to the manufacturer’s instructions. Indexing was performed using the Illumina indices 1–12. The enrichment step was performed using PCR. Subsequently, the libraries were verified using the TapeStation HS D1000 Screen Tape (Agilent Technologies, Amstelveen, The Netherlands) to assess the mean fragment size. Quantification was conducted using the library quantification kit with a StepOne Real-Time PCR System (Life Technologies, Inc., Carlsbad, CA, USA). High-throughput sequencing was achieved as paired-end 100 sequencing using a NovaSeq 6000 (Illumina, Inc., San Diego, CA, USA).

### 2.9. Data Analysis

Quality control of the raw sequencing data was achieved using FastQC [26]. Adapters and low-quality reads (<Q20) were withdrawn using FASTX_Trimmer [27] and BBMap [28]. Then, the trimmed reads were mapped to the reference genome using TopHat [29]. The RC (read count) data were processed according to the FPKM + geometric normalization method using EdgeR within R [30]. FPKM (fragments per kb per million reads) values were estimated using Cufflinks [31]. Data mining and graphic visualization were accomplished using ExDEGA (Ebiogen Inc., Seoul, Korea).

### 2.10. Statistical Analysis

All the statistical analyses were performed using SPSS version 21.0 for Windows (SPSS; Chicago, IL, USA). All the data are presented as means ± standard deviations (SDs). Differences between groups were examined by Duncan multiple test in one-way analysis of variance (ANOVA). A *p*-value < 0.05 was considered to indicate statistical significance.

## 3. Results

### 3.1. Effects of PRF on the Body Weight (BW) in HFD-Induced Obese Mice

It was confirmed that obesity was induced in mice fed a high-fat diet for 5 weeks by the considerable increase in body weight compared to the normal-diet group (the initial weights are shown in Table 1). The HFD-induced obese mice were further divided into five groups and administered orlistat or PRF orally for 5 weeks. The OR and PRF groups exhibited a significant decrease in body weight compared to the high-fat diet group (final weights in Table 1). In particular, PRF decreased the weight gain in a dose-dependent manner. During the feeding period, the food intake was higher in the ND group than in the HFD group, but it did not differ significantly among the HFD, OR, and three PRF groups. The weights of the liver, epididymal fat, kidney, and spleen were higher in the HFD group compared with the ND group. However, the weights of the liver were significantly decreased in the orlistat and PRF groups compared with the HFD group. In particular, the weights of white adipose tissue (epididymal fat) and the spleen were effectively decreased in the PRF group, indicating that the PRF modulated lipids and the immune response. There were no significant differences in kidney weights among the HFD, OR, PRF 50, PRF 100, and PRF 200 groups. Similarly to orlistat, PRF substantially reduced the body weight gain in HFD-induced obese mice; however, we did not detect any sign of PRF-induced toxicity.

### 3.2. Effects of PRF on Serum Lipid Profiles in HFD-Induced Obese Mice

At the end of the 10-week experimental period, we compared the serum lipid profiles of each group. The serum TG and TC levels were higher in the HFD group than in the ND group, but there was no difference in HDL levels between the two groups. The LDL level was rather high in ND group (Figure 2). Orlistat or PRF administration for 5 weeks to HFD-induced obese mice significantly improved the serum TG and HDL levels (Figure 2A,C). However, there was no difference in TC or LDL levels in the HFD, OR, PRF 100, and PRF 200 groups, in contrast to the PRF 50 group.

### 3.3. Effects of PRF on the Insulin Resistance in HFD-Induced Obese Mice

The fasting blood glucose levels were higher in the HFD group than the ND group, indicating that the HFD induced hyperglycemia in this animal model. The OR and three PRF groups showed attenuation of HFD-induced hyperglycemia (Figure 3A). The oral glucose tolerance test showed that HFD-induced glucose tolerance was significantly improved by OR and PRF administration (Figure 3B). Moreover, the serum insulin level in HFD-induced obese mice was dramatically reduced by OR and PRF (Figure 3C). PRF effectively reduced the homeostasis model assessment insulin resistance (HOMA-IR) index in a dose-dependent manner (Figure 3D).

### 3.4. Effects of PRF on the Hypertrophy of Adipocytes in HFD-Induced Obese Mice

After 5 weeks of oral administration, the morphometric analysis of epididymal adipose tissue showed a difference among the experimental groups. The sizes of the epididymal adipocytes in each group are shown in Figure 4. The sizes of the adipocytes were appreciably larger in the HFD group than in the ND group. The sizes of visceral adipocytes were considerably decreased in the OR and PRF groups compared with the HFD group. This indicates that weight gain is a result of the accumulation of triglycerides in fat cells in white adipose tissue (WAT) and the expansion of the adipose tissue. In line with the action of orlistat (an anti-obesity drug), PRF ameliorated the hypertrophy of WAT adipocytes in HFD-induced obese mice.

### 3.5. Effects of PRF on Fatty-Acid Oxidation and Lipolysis in HFD-Induced Obese Mice

To explore the underlying molecular mechanisms of the anti-obesity effects of PRF administration, we investigated the expression of epididymal adipose proteins among the groups. PRF administration dramatically enhanced the phosphorylation of AMP-activated protein kinase (AMPK), acetyl-CoA carboxylase (ACC), and hormone-sensitive lipase (HSL) in HFD-induced obese mice (Figure 5). These results suggest that PRF exerted its anti-obesity effects by promoting fatty-acid oxidation and lipid lysis in HFD-induced obese mice.

### 3.6. Effects of PRF on Liver Function in HFD-Induced Obese Mice

The serum glutamic oxaloacetic transaminase (GOT) and glutamic pyruvic transaminase (GPT) levels, which are delicate clinical indicators of liver damage, were elevated in the HFD group compared with the ND group. However, OR and PRF administration effectively reduced the GOT/GPT levels in HFD-induced obese mice (Figure 6A,B), indicating their preventive effects on the liver damage induced by the HFD. Consistent with this result, the histological analysis revealed that the HFD group progressed to a fatty liver by accumulating larger lipid droplets. However, OR and PRF administration significantly ameliorated the HFD-induced fatty liver (Figure 6C–H). Since AMPK activation is linked with metabolic improvement, we compared the phosphorylation of AMPK and ACC among the experimental groups. As shown in Figure 6I, orlistat and PRF administration activated AMPK and ACC, indicating that AMPK played a vital role in mediating the beneficial effect of PRF in HFD-induced obese mice.

### 3.7. Effects of PRF on the Liver Transcriptome in HFD-Induced Obese Mice

To explore how PRF administration affected whole-gene expression in HFD-induced obese mice, we further analyzed the liver transcriptome profiles using RNA-Seq in the HFD and PRF 50 groups (*n* = 3). 

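Liver RNA of 9 male C57BL/6J mice (an inbred laboratory strain that gains weight on a high-fat diet) was sequenced, with 1 library per mouse. The deposited data cover 3 mice of the ND group (numbered 6, 7 and 9), 3 mice of the HFD group (1, 2 and 3), and 3 mice of the PRF 50 group (3, 9 and 10). The numbers identify animals within a group and do not pair mice between groups. The ND contained 14% fat and the HFD contained 60% fat, each fed for 10 weeks, and the PRF 50 mice received 50 mg/kg of PRF daily during the last 5 weeks. The libraries were made from poly(A)-selected RNA and sequenced as paired ends. The authors trimmed the reads, mapped them with TopHat, estimated FPKM values (fragments per kilobase of transcript, scaled by sequencing depth) with Cufflinks, and applied a geometric normalization between samples. The genome build and the gene annotation are not named in the paper's text.
The deposited tables give 1 value for each of 23183 gene symbols and each mouse. The values lie between 0 and 22.44 on a log2 scale and were read here as log2(FPKM + 1), since none is negative and 6294 genes are listed at exactly 0 in all 9 mice. An exact 0 does not show that a gene is silent, because albumin (Alb), the main product of hepatocytes, is also listed at 0 in all 9 livers. Read counts were not used here, so the absolute depth is unknown. The low values still carry the relative depth, because a gene's lowest values are whole multiples of the value of 1 fragment. Of the ratios between low values of 2 mice, 70.3% to 79.6% fell close to ratios of small whole numbers. With the depth of HFD mouse 1 set to 1, the depths were 1.17 and 1.60 for HFD mice 2 and 3. They were 1.06, 1.15, and 1.11 for ND mice 6, 7, and 9, and 0.981, 1.51, and 0.962 for PRF 50 mice 3, 9, and 10. The groups therefore overlapped in depth. Between 14372 and 14980 genes per mouse had a value above 0.
For each comparison of 2 groups, the genes with a mean of at least 1 FPKM over its 6 mice were tested on the deposited log2 values with limma (a linear model whose variance estimate is moderated across genes, with a trend on the mean), without covariates, and p-values were adjusted by the Benjamini-Hochberg method. A fold change on this scale understates the change of genes with low values because of the pseudocount of 1. The mice included, the minimum level, and the pseudocount are settings that change the numbers.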

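Over the 10048 genes with a mean of at least 1 FPKM in the 9 livers, the expression profiles of single mice were similar. Pearson's r across genes was between 0.980 and 0.986 within the HFD group and between 0.981 and 0.985 within the PRF 50 group. It was between 0.962 and 0.976 for pairs of 1 HFD and 1 PRF 50 mouse, so that each such pair was less alike than any pair within these groups. The ND group was not set apart in this way. Pearson's r was between 0.975 and 0.986 within it, 0.966 and 0.981 for HFD and ND pairs, and 0.967 and 0.982 for ND and PRF 50 pairs. No 2 libraries were copies of each other, since identical values were found for at most 0.129% of the genes in any pair. In a principal component analysis, the first component held 28.0% of the variance. The HFD mice had scores from -23.40 to -15.03 on it, the ND mice from -4.88 to 3.41, and the PRF 50 mice from 16.08 to 23.30.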

To identify the differentially expressed genes (DEGs) between the HFD and PRF 50 groups, the transcriptomic profiles were compared. 

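Of the 23183 genes in the deposited tables, 10084 reached a mean of 1 FPKM over the 3 HFD and 3 PRF 50 mice and were tested. Between these groups, 2039 genes had an unadjusted limma p-value under 0.05, of which 854 were higher and 1185 lower in the PRF 50 group. A fold change above 2 in addition was found for 212 genes, 107 upregulated and 105 downregulated. After Benjamini-Hochberg adjustment over all tested genes, 362 genes had a limma p-value under 0.05 (144 higher, 218 lower), and 124 of the 212 were among them. In 189 of the 212 genes, the 3 PRF 50 values did not overlap the 3 HFD values. Such a separation was found for 26.2% of all tested genes, where chance alone gives 10%. The number of genes past both criteria fell from 212 to 106 with a minimum of 10 FPKM in place of 1, and rose to 372 with a pseudocount of 0.1 in place of 1.
Complement component 6 (C6; GRCm38 chromosome 15, 4727175 to 4814967) had the smallest p-value among the upregulated genes, with 6.47 ± 0.03 (SD, n = 3) in the PRF 50 group and 4.47 ± 0.15 in the HFD group on the log2(FPKM + 1) scale. Its log2 fold change was 1.99 (standard error 0.10, adjusted p = 0.000293 from limma). It was followed by the epidermal growth factor receptor Egfr (log2 fold change 1.76), Tgm1 (1.32), Enho (2.60), and Gstp1 (2.10). Among the downregulated genes, the cytochrome P450 gene Cyp2b9 (GRCm38 chromosome 7, 26173411 to 26210661) fell from 7.04 ± 0.43 to 1.04 ± 0.59 (SD, n = 3 each), a log2 fold change of -6.00 (standard error 0.32, adjusted p = 0.000458 from limma). The acyl-CoA thioesterases Acot3 and Acot4 were also among the 5 downregulated genes with the smallest p-values. C1s2 had values of 3.13, 2.96, and 2.96 in the HFD mice and is listed at 0, 0.03, and 0 in the PRF 50 mice. Mup12 had values of 5.35, 6.04, and 6.23 in the HFD mice and is listed at 0 in all PRF 50 mice. Mup12, Gstp1, Cyp2b9, C1s2, and the Acot genes have close paralogs with which reads could be shared, so their single values are uncertain. The coordinates are from GENCODE M21, and the build used by the authors could differ.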

Among 23,183 genes, 117 DEGs were identified (Table S1), comprising 61 upregulated genes and 56 downregulated genes in the PRF vs. HFD groups, respectively (*p* < 0.05; fold change >2). To elucidate the signatures of the DEGs, Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways were analyzed. PRF administration mainly affected functions in the biological process category of GO terms, such as fatty-acid metabolic process, acyl-CoA metabolic process, lipid metabolic process, fatty-acid transport, and triglyceride metabolic process (Figure 7A). 

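Table S1 contains 13 genes whose description names fatty acids, acyl-CoA, acetyl-CoA, enoyl-CoA, carnitine, or fat storage. In the deposited values, 11 of them were lower and 2 (Fabp5 and Fabp7) were higher in the PRF 50 group than in the HFD group, and all 13 had an unadjusted limma p-value under 0.05 with a fold change above 2. Adjusted over all 10084 tested genes, 10 of the 13 stayed under 0.05 in limma. The 3 PRF 50 mice were separated from the 3 HFD mice in each of the 13 genes. The largest fall was that of the acyl-CoA thioesterase Acot3 (GRCm38 chromosome 12, 84052144 to 84060402), from 5.58 ± 0.22 to 1.31 ± 0.59 (SD, n = 3 each; adjusted p = 0.00162 from limma). Its family members Acot1 and Acot4 were also lower, with log2 fold changes of -2.49 and -2.23. Reads shared between these family members were not tested, so the value of each one is uncertain. Carnitine acetyltransferase (Crat) fell by 1.52 on the log2 scale (standard error 0.22, adjusted p = 0.0229 from limma). The lipid droplet coat gene Plin2, which Table S1 lists without a description, fell from 8.63 ± 0.47 to 7.15 ± 0.26 (adjusted p = 0.0294 from limma).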

KEGG pathway analysis revealed that PRF administration altered the expression of genes implicated in pathways such as PPAR signaling, retinol metabolism, fatty-acid degradation, metabolic pathways, linoleic-acid metabolism, and fatty-acid metabolism (Figure 7B). 

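For retinol metabolism, the genes of Table S1 named after retinol are Retsat and Rdh16, and both were lower in the PRF 50 group. Retinol saturase (Retsat; GRCm38 chromosome 6, 72598475 to 72608425) was 7.74 ± 0.03 in the HFD group and 6.36 ± 0.37 in the PRF 50 group (SD, n = 3 each), a log2 fold change of -1.38 (standard error 0.18, adjusted p = 0.0170 from limma). Retinol dehydrogenase 16 (Rdh16) was 5.76 ± 0.22 and 4.46 ± 0.25, respectively, a log2 fold change of -1.30 (standard error 0.16, adjusted p = 0.0150 from limma). Table S1 also holds 10 cytochrome P450 genes, a family that serves retinol, linoleic-acid, and xenobiotic metabolism. Of these, 7 were lower and 3 (Cyp1a2, Cyp7a1, and Cyp7b1) were higher in the PRF 50 group. An unadjusted limma p-value under 0.05 with a fold change above 2 was reached by 8 of the 10, and an adjusted p under 0.05 by 6. Cyp2c38 fell by 2.11 on the log2 scale (adjusted p = 0.0147 from limma), and Cyp3a11 fell by 1.60 (adjusted p = 0.0610 from limma). Many cytochrome P450 genes lie in clusters of similar copies, where the assignment of reads to 1 gene is uncertain. For fatty-acid degradation, Acsl1, Ehhadh, Acaa1b, and the aldehyde dehydrogenase Aldh3a2 of Table S1 were each lower in all 3 PRF 50 mice than in all 3 HFD mice.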

Transcriptome analyses indicated that PRF could exert its anti-obesity effect by regulating the genes associated with the fatty-acid metabolic process, lipid metabolic process, and retinol metabolism.

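In the ND group, Retsat was 7.12 ± 0.16 and Rdh16 was 5.45 ± 0.37 (SD, n = 3 mice). Retsat was higher in the HFD than in the ND group by 0.62 on the log2 scale (adjusted p = 0.0584 from limma), and Rdh16 by 0.31 (adjusted p = 0.524 from limma), neither below 0.05. From the ND to the PRF 50 group, Retsat fell by 0.76 (adjusted p = 0.164 from limma) and Rdh16 by 0.99 (adjusted p = 0.100 from limma). Over Table S1 as a whole, 116 genes were tested both for PRF 50 vs. HFD and for HFD vs. ND, and 79 of them changed in opposite directions in the 2 comparisons. The HFD mice enter both comparisons, which alone favors opposite signs. When the HFD mice were divided so that no mouse was shared, between 76 and 83 genes had opposite signs. The genes of Table S1 were chosen on all of these HFD mice, however. Dividing the mice afterwards does not remove the tendency to opposite signs that comes from this choice. The paper analysed the DEGs between the PRF 50 and HFD groups for GO terms and KEGG pathways (Fig. 7), and from its transcriptome analyses it states that PRF could act against obesity by regulating genes of fatty-acid, lipid, and retinol metabolism.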

## 4. Discussion

Obesity-associated metabolic dysfunction is occurring as one of the most health-threatening diseases in the world [32]. Hence, there remains an insistent need for the development of efficient and safe therapeutic agents. Several reports have indicated that citrus PMFs could be appealing candidates due to their potent defensive effects against metabolic syndrome, as well as their safety in rodent experimental models [33,34]. Citrus PMFs, particularly nobiletin, tangeretin, and sinensetin, are abundant in the *Citrus* genus and exhibit various biological properties [15]. Recently, it was suggested that the beneficial effects of PMFs, which are groups of phenolic phytochemicals with poor bioavailability, are mostly exerted through the regulation of the gut microbiota [14,33]. Most of the research on PMFs has been conducted using fruits, and there is no study on PMFs isolated from citrus leaves. Here, we established an optimized and standardized procedure for preparing a PMF-rich fraction (PRF) from Jinkyool (*C. sunki*) leaves. The PRF was qualitatively and quantitatively characterized, and the compounds contained were clearly elucidated [20]. The PRF from leaves contained tangeretin (50.34 mg/g), nobiletin (15.81 mg/g), and sinensetin (1.10 mg/g) as the major constituents. The PRF from the leaves contained a three-times-higher content of PMFs compared to whole fruits that were harvested at the same time as the leaves. Jinkyool fruit is harvested once a year, but its leaves can be harvested year-round, and the leaves at all the harvesting times have a constant PMF content. Thus, we evaluated its potential as an anti-obesity dietary ingredient. There is no information on the average intake of PRF from citrus leaves. However, the animal studies using PMFs from citrus peels have shown beneficial effects at 30–120 mg/kg [14,15,35,36,37]. Based on this information, we implemented an administration dose of PRF at 50, 100, and 200 mg/kg of body weight.

Over 5 weeks of administration in HFD-induced obese mice, three doses of PRF exhibited an equal or even better obesity protective effect than a current anti-obesity drug, orlistat, whose mechanism involves inhibiting pancreatic lipase. We did not observe any obvious side effects of a high dose of PRF in HFD-induced obese mice. We noted no significant difference in the total food intake of mice in each group during the experimental period (*p* > 0.05), suggesting that PRF-induced weight loss involved a mechanism that was independent of hyperphagia as compared to the HFD group.

Adipose tissue can increase in size through hypertrophy or hyperplasia. The hyperplasia of adipose tissue is believed healthy and adaptive. However, the hypertrophy of adipocytes is related to an increase in the hypoxia experienced by these cells because of their massive expansion. Hypoxic adipose tissue increases the expression of pro-fibrotic genes and leads to tissue fibrosis. Hypoxic adipocytes occasionally experience necrosis, leading to infiltration by immune cells and tissue inflammation [38]. These factors work together to decrease adipose tissue function and consistently raise blood glucose and lipid levels. This might contribute to an earlier onset of metabolic disease and trigger toxic lipid deposition in other tissues [39,40,41]. PRF administration dose-dependently decreased the sizes of the epididymal adipocytes in a superior manner to orlistat in mice with HFD-induced obesity. This indicates that PRF might reduce HFD-induced weight gain by lowering the accumulation of triglycerides and the expansion of the adipose tissue. PRF effectively improved dyslipidemia and decreased the fasting blood glucose and insulin levels, resulting in improved glucose tolerance and insulin resistance in HFD-induced obese mice.

To explore the mechanism underlying the anti-obesity effect of PRF administration in HFD-induced obese mice, we analyzed the expression of lipid-catabolism-related proteins among the groups. PRF administration dramatically increased the phosphorylation of AMP-activated protein kinase (AMPK), acetyl-CoA carboxylase (ACC), and hormone-sensitive lipase (HSL) in the white adipose tissue of HFD-induced obese mice. These results suggest that PRF exerted its anti-obesity effects through the activation of AMPK. AMPK is a main regulator of cell and whole-body energy metabolism and is a crucial modulator of cell survival or death in response to pathological stress [42,43]. The activation of AMPK in adipocytes results in a decrease in triglyceride synthesis, lipogenesis, and inflammatory cytokine secretion, along with an increase in fatty-acid oxidation and GLUT4 translocation to cell membranes [42,43]. We found that the expression of HSL was significantly enhanced in the orlistat and PRF administration groups compared with the HFD group. HSL is a rate-limiting enzyme in the breakdown of triglycerides that are mainly involved in the hydrolysis of diglycerides to monoglycerides [44,45]. Thus, these results suggest that PRF exerted its anti-obesity effect by promoting both fatty-acid oxidation via the AMPK/ACC pathway and lipolysis via the PKA/HSL pathway in the WAT of HFD-induced obese mice. However, further studies on these mechanisms are needed.

PRF significantly decreased the serum GOT/GPT level and liver tissue weight in HFD-induced obese mice; thus, PRF might protect against the liver damage induced by an HFD. Consistent with this observation, the liver tissue of the HFD group had a typical fatty-liver shape. However, the number of lipid droplets was significantly reduced in the liver tissue of the groups administered PRF and orlistat. PRF administration increased the phosphorylation of AMPK/ACC in HFD-induced obese mice. Thus, it is suggested that PRF prevented fatty liver by both inhibiting de novo lipogenesis and promoting fatty-acid oxidation via AMPK activation. It is well known that AMPK plays a major role in maintaining the energy balance, including controlling lipid metabolism in the liver [46,47]. Indeed, our results suggest that AMPK activation could play a vital role in mediating the beneficial effects of PRF. Inflammatory factors, such as lipopolysaccharide (LPS) and tumor necrosis factor-α (TNF-α), reduce AMPK activity, whereas AMPK activation counteracts NF-κB signaling, which is a multifaceted protein complex that generates inflammatory factors in the fatty liver [48,49,50,51].

Thus, to further understand the mechanism underlying the anti-obesity effect of PRF in liver tissues, we analyzed differences in the liver transcriptome profiles between the HFD and PRF 50 groups by RNA-Seq. PRF administration mainly enriched GO terms associated with biological processes, such as the fatty-acid metabolic process, acyl-CoA metabolic process, lipid metabolic process, fatty-acid transport, and triglyceride metabolic process. The KEGG pathways affected by PRF administration in HFD-induced obese mice involved PPAR signaling, retinol metabolism, fatty-acid degradation, metabolic pathways, linoleic-acid metabolism, and fatty-acid metabolism. For example, the PPAR signaling pathway was shown to play a crucial role in energy homeostasis, glucose metabolism, and lipid metabolism [52]. 

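Of 11 genes of the PPAR signaling pathway, 8 were lower and 3 were higher in the PRF 50 group than in the HFD group. The 2 genes with the largest falls were the fatty-acid omega-hydroxylases Cyp4a14 (GRCm38 chromosome 4, 115486200 to 115496142) and Cyp4a10. Cyp4a14 was 8.16 ± 0.12 in the HFD group and 2.80 ± 1.44 in the PRF 50 group on the log2(FPKM + 1) scale (SD, n = 3 each; log2 fold change -5.36, standard error 0.62, adjusted p = 0.0147 from limma). Cyp4a10 was 7.86 ± 0.45 and 3.81 ± 1.31, respectively (log2 fold change -4.05, standard error 0.59, adjusted p = 0.0235 from limma). Both are members of a cluster of similar Cyp4a genes, among which reads can be shared. The peroxisomal thiolase Acaa1b fell by 1.76 on the log2 scale (adjusted p = 0.0116), the acyl-CoA synthetase Acsl1 by 1.11 (adjusted p = 0.0336), and the peroxisomal enzyme Ehhadh by 1.05 (adjusted p = 0.0229), all from limma. Cyp4a12a varied between 4.74 and 7.66 in the HFD mice and between 4.28 and 5.68 in the PRF 50 mice, and its log2 fold change of -0.91 was not distinguishable from the spread between mice (standard error 0.72, adjusted p = 0.539 from limma). It passed an unadjusted limma p-value of 0.05 without HFD mouse 3 alone.

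**Figure D1:**
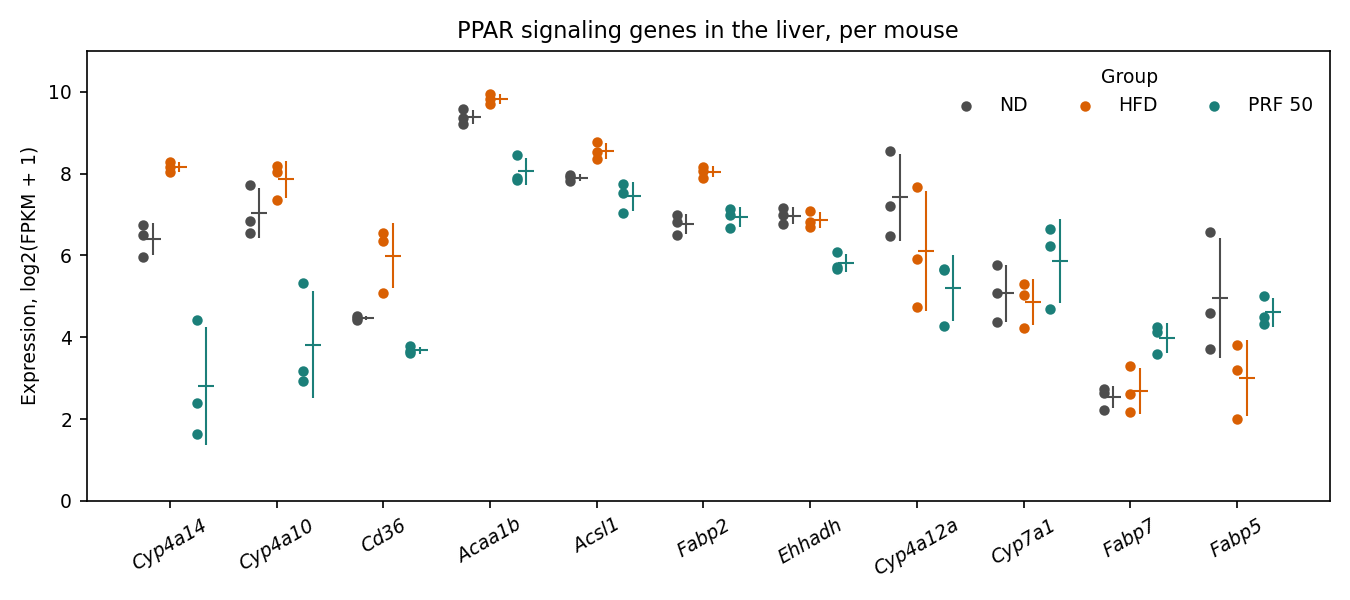
Expression of 11 PPAR signaling genes in the liver on the log2(FPKM + 1) scale (y axis), with 1 point per mouse and the mean ± SD (n = 3) beside the points of the ND, HFD, and PRF 50 groups. Cyp4a14, Cyp4a10, Acaa1b, and Ehhadh were lower in each PRF 50 mouse than in each ND mouse, whereas the groups overlap for Cyp7a1.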

PRF-enriched genes that are involved in the PPAR pathway include *CYP4A12A, FABP2, FABP5, ACSL1, EHHADH, FABP7, CYP4A10, ACAA1B, ACAA1B, CYP4A14, CD36*, and *CYP7A1*. 

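The fatty-acid translocase Cd36 (GRCm38 chromosome 5, 17781690 to 17888801) was 4.47 ± 0.04 in the ND group, 5.99 ± 0.80 in the HFD group, and 3.68 ± 0.09 in the PRF 50 group (SD, n = 3 each). It was higher by 1.53 in HFD vs. ND (adjusted p = 0.0922 from limma) and changed by -2.31 in PRF 50 vs. HFD (adjusted p = 0.0249 from limma), which left it below the ND group by 0.78 (adjusted p = 0.0229 from limma for PRF 50 vs. ND). The intestinal-type fatty-acid binding protein gene Fabp2 was 6.77 ± 0.24, 8.04 ± 0.14, and 6.93 ± 0.25 in the ND, HFD, and PRF 50 groups, respectively. Both its rise with the HFD (adjusted p = 0.0115) and its fall with PRF (adjusted p = 0.0175) passed the threshold in limma, and the PRF 50 and ND groups were not distinguishable (adjusted p = 0.736). Fabp5 was 4.95 ± 1.47 in the ND group, 3.00 ± 0.93 in the HFD group, and 4.60 ± 0.35 in the PRF 50 group. None of its 3 comparisons reached an adjusted p under 0.05 in limma (0.261 for HFD vs. ND, 0.0949 for PRF 50 vs. HFD, and 0.845 for PRF 50 vs. ND). Fabp7 was 2.53 ± 0.27 in the ND group and 2.68 ± 0.56 in the HFD group, which were not distinguishable (adjusted p = 0.828 from limma). In the PRF 50 group Fabp7 was 3.98 ± 0.35, above the HFD group by 1.30 (adjusted p = 0.0619 from limma) and above the ND group by 1.45 (adjusted p = 0.0401 from limma). Fabp1, the main hepatic member, was 13.87 ± 0.24, 14.08 ± 0.21, and 13.18 ± 0.17 in the ND, HFD, and PRF 50 groups, and Fabp4 was 3.99 ± 0.28, 4.11 ± 0.95, and 4.07 ± 0.46. Cyp7a1, which encodes the first enzyme of bile-acid synthesis, was 5.07 ± 0.69 in the ND group, 4.85 ± 0.57 in the HFD group, and 5.85 ± 1.03 in the PRF 50 group. The ND and HFD groups did not differ in it (adjusted p = 0.825 from limma), and its log2 fold change of 1.00 in PRF 50 vs. HFD had an adjusted p of 0.327 in limma. Without PRF 50 mouse 3, its log2 fold change was 1.58 and passed an unadjusted limma p-value of 0.05.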

The expression patterns of the fatty-acid uptake factors, such as CD36, FABPs, and CYP7A1, were differentially recovered to levels of the ND group by PRF administration in HFD-induced obese mice. 

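Genes of both directions of fatty-acid turnover were examined in the liver with 2 lists drawn up from general knowledge. Their transcript levels do not measure the rates of synthesis or oxidation. On the lipogenesis list, 21 of 22 genes were tested, and 19 (18 after quantile normalization) were lower in the PRF 50 group than in the HFD group. Their mean log2 fold change was -0.60, and 12 of the 21 had an unadjusted limma p-value under 0.05. The thyroid-hormone responsive gene Thrsp fell by 1.97 (adjusted p = 0.0133 from limma), malic enzyme Me1 by 1.72 (adjusted p = 0.0148), and fatty-acid synthase Fasn by 0.75 (adjusted p = 0.239). Averaged over the list, the expression was 5.82 ± 0.48 in the ND group, 5.80 ± 0.26 in the HFD group, and 5.20 ± 0.10 in the PRF 50 group (SD, n = 3). On the fatty-acid oxidation list, all 28 genes were tested and all 28 were lower in the PRF 50 group, with a mean log2 fold change of -0.62 and an unadjusted limma p-value under 0.05 for 23 genes. Medium-chain acyl-CoA dehydrogenase Acadm fell by 0.81 (adjusted p = 0.0222 from limma) and Cpt1a, which controls the entry of fatty acids into mitochondria, by 0.44 (adjusted p = 0.306). The list average was 7.19 ± 0.10 in the ND group, 7.52 ± 0.04 in the HFD group, and 6.91 ± 0.16 in the PRF 50 group (SD, n = 3).
For each list average, the 3 PRF 50 mice lay below the 3 HFD mice (two-sided exact permutation test, p = 0.1, the smallest p that 3 mice against 3 allow). In limma's gene set test camera with a preset inter-gene correlation of 0.01, the p-value adjusted over the 17 lists tested in this comparison was 1.19e-05 for lipogenesis and 6.78e-18 for fatty-acid oxidation. The preset correlation matters most here. With the correlation estimated from the 6 mice, 0.22 for lipogenesis and 0.34 for fatty-acid oxidation, the camera p-value without adjustment rose to 0.0977 and 0.0350, respectively.

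**Figure D2:**
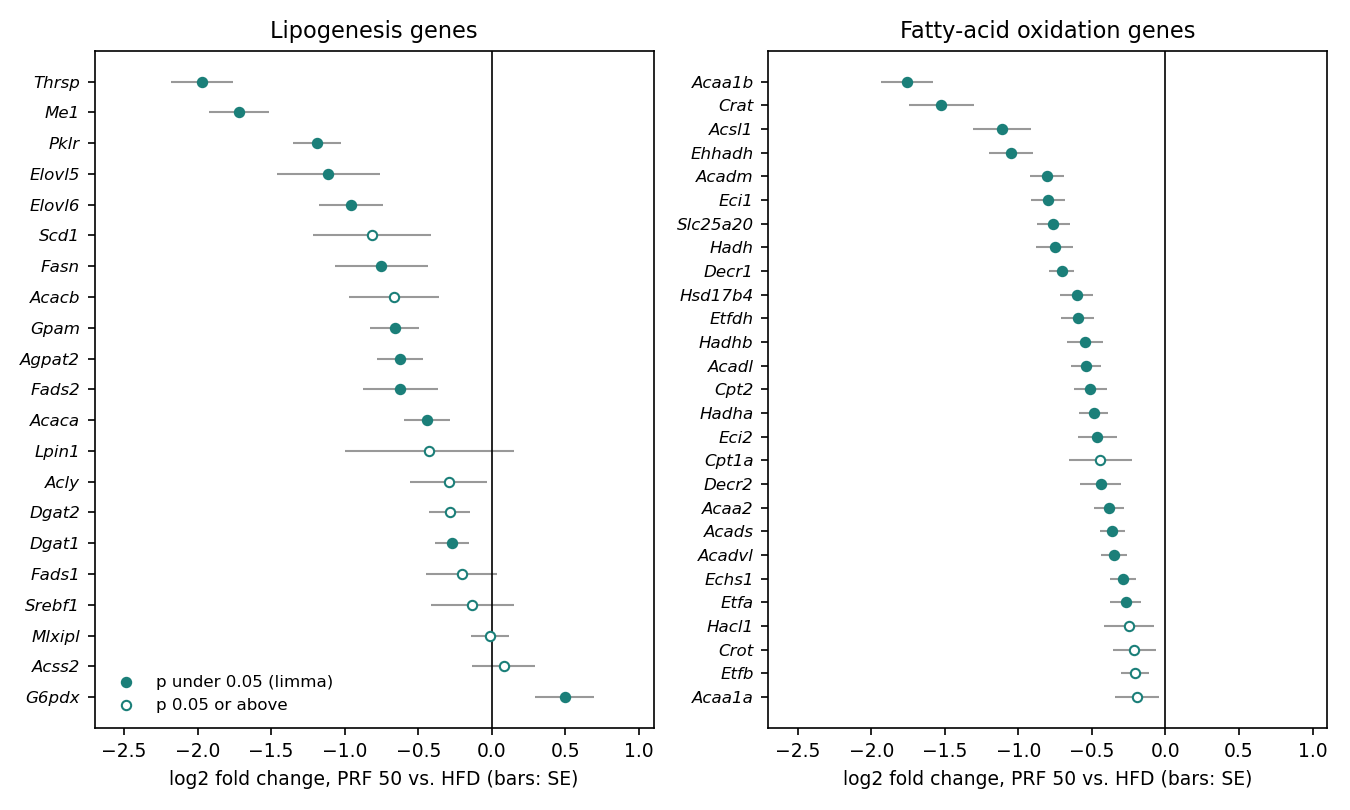
The log2 fold change in PRF 50 vs. HFD (x axis, bars show the standard error from limma) of the 21 lipogenesis genes and of the fatty-acid oxidation genes, of which 1 is not drawn. Filled points mark an unadjusted limma p-value under 0.05. All oxidation genes drawn lie left of 0, and G6pdx is the lipogenesis gene that lies clearly to the right, at 0.50.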

Since these genes are involved in lipid deposition in the liver tissue [53,54,55,56,57,58], it is proposed that PRF prevents fatty liver by both suppressing lipogenesis and increasing fatty-acid oxidation in the liver. In this study, we did not validate the RNA-Seq data with qPCR; however, the changes in the transcriptome profiles were consistent with the difference in protein expression patterns between the PRF 50 and HFD groups. 

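The deposited values measure liver transcripts and carry no information on phosphorylation. Of the catalytic AMPK subunits, Prkaa1 had a log2 fold change of -0.05 (standard error 0.11, adjusted p = 0.834 from limma), and its sign depended on a single HFD mouse. Prkaa2 was 3.53 ± 0.10 in the HFD group and 3.20 ± 0.05 in the PRF 50 group (SD, n = 3 each), a log2 fold change of -0.33 (standard error 0.0869, adjusted p = 0.0931 from limma). The ACC genes were also lower in the PRF 50 group. Acaca had a log2 fold change of -0.44 (adjusted p = 0.170 from limma) and Acacb of -0.67 (adjusted p = 0.282 from limma). The HSL gene Lipe, whose protein the paper reports for epididymal adipose tissue and not for liver, had a log2 fold change of -0.30 (adjusted p = 0.586 from limma). None of these 5 genes passed an adjusted p of 0.05. The 3 PRF 50 values of Prkaa2 lay below the 3 HFD values. All 8 tested genes of a list of AMPK subunits, ACC, and HSL were lower in the PRF 50 group, with a mean log2 fold change of -0.29. The list average was 3.29 ± 0.05 in the HFD group and 3.01 ± 0.17 in the PRF 50 group (SD, n = 3), without overlap (two-sided exact permutation test, p = 0.1; camera p adjusted over 17 lists, 0.0168). This camera p used the preset inter-gene correlation of 0.01. It was not repeated for this list with an estimated correlation, which raised the camera p of the lipogenesis and fatty-acid oxidation lists.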

Taking into account all these results, we hypothesize that PRF might alleviate obesity-associated metabolic derangement by regulating relevant genes.

In conclusion, PRF suppressed body weight gain, white adipose tissue weight, hypertrophy of adipocytes, and fatty liver by regulating lipid-metabolism-related genes. PRF effectively improved dyslipidemia and insulin resistance in HFD-induced obese mice. These results demonstrate that the PRF might be a favorable therapeutic agent for metabolic disorders in terms of its efficacy and safety.

## Figures and Tables

**Figure 1:**
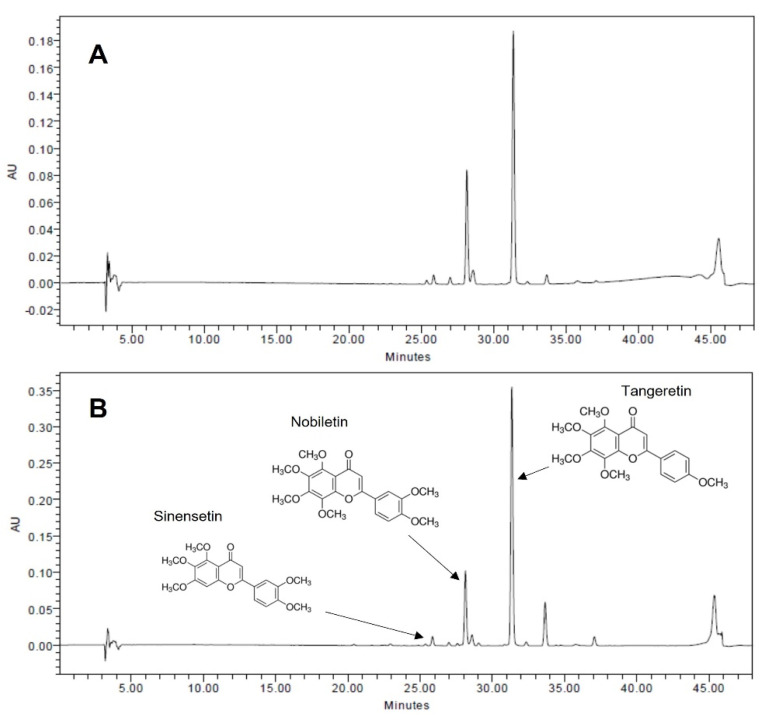
HPLC chromatograms of PMF-rich fraction (PRF) from fruits (**A**) and leaves of Jinkyool (*Citrus sunki* Hort ex. Tanaka) (**B**). Tangeretin, nobiletin, and sinensetin were the three major PMFs contained in PRF.

**Figure 2:**
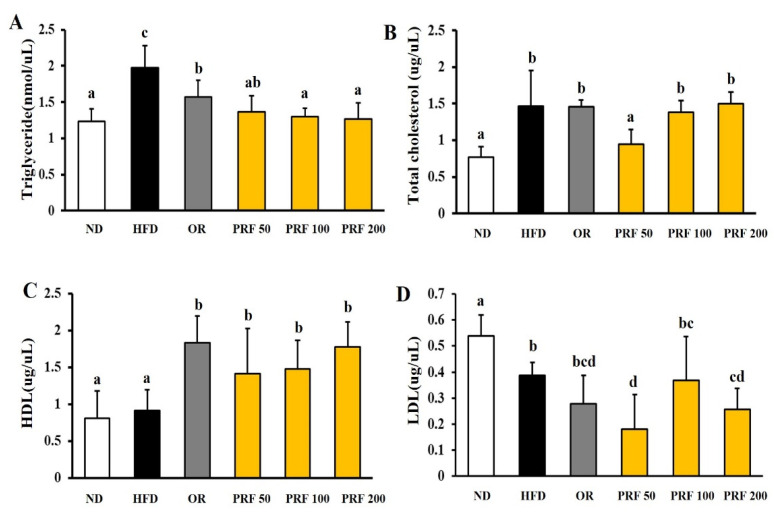
Effect of PRF on serum lipid profiles in HFD-induced obese mice. HFD-induced obese mice were orally administered the drug under an HFD for a further 5 weeks. (**A**) Triglyceride levels, (**B**) total cholesterol levels, (**C**) HDL-cholesterol levels, (**D**) LDL-cholesterol levels. ND, normal diet; HFD, high-fat diet; OR, HFD + 15.6 mg of orlistat; PRF 50, PRF 100, and PRF 200, HFD + 50, 100, and 200 mg of PRF, respectively. The results are expressed as the means ± SDs (*n* = 7). The values with different letters (a–d) are significantly different (*p* < 0.05) from each other according to one-way ANOVA and Duncan’s multiple-range test.

**Figure 3:**
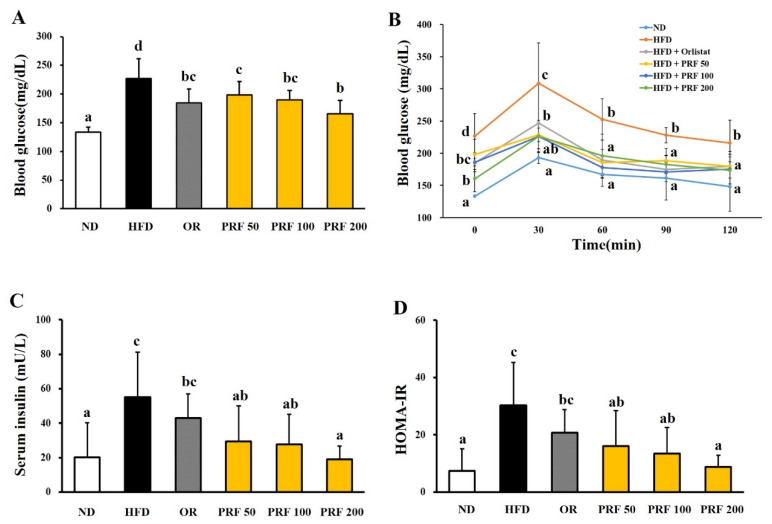
Effect of PRF on glucose homeostasis in HFD-induced obese mice. The mice were fasted for 8 h before measuring blood glucose. (**A**) Fasting blood glucose levels; (**B**) oral glucose tolerance test (OGTT); (**C**) serum insulin levels; (**D**) HOMA-IR index. ND, normal diet; HFD, high-fat diet; OR, HFD + 15.6 mg of orlistat; PRF 50, PRF 100, and PRF 200, HFD + 50, 100, and 200 mg of PRF, respectively. The results are expressed as the means ± SDs (*n* = 7). The values with different letters (a–d) are significantly different (*p* < 0.05) from each other according to one-way ANOVA and Duncan’s multiple-range test.

**Figure 4:**
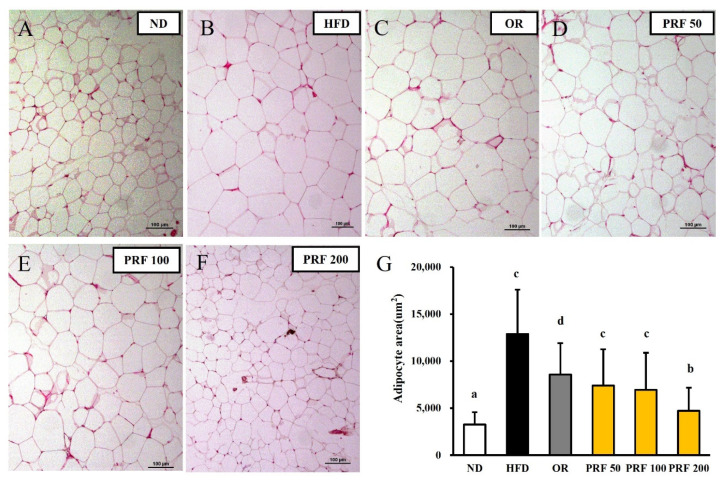
Effect of PRF on the size of epididymal adipocytes in HFD-induced obese mice. The sections of the epididymal fat tissues of ND (**A**), HFD (**B**), OR (**C**), PRF 50 (**D**), PRF 100 (**E**), and PRF 200 (**F**) were stained with H&E (100×). Scale bar = 100 µm. (**G**) The epididymal adipocyte sizes of each group. ND, normal diet; HFD, high-fat diet; OR, HFD + 15.6 mg of orlistat; PRF 50, PRF 100, and PRF 200, HFD + 50, 100, and 200 mg of PRF, respectively. The results are expressed as the means ± SDs (*n* = 7). The values with different letters (a–d) are significantly different (*p* < 0.05) from each other according to one-way ANOVA and Duncan’s multiple-range test.

**Figure 5:**
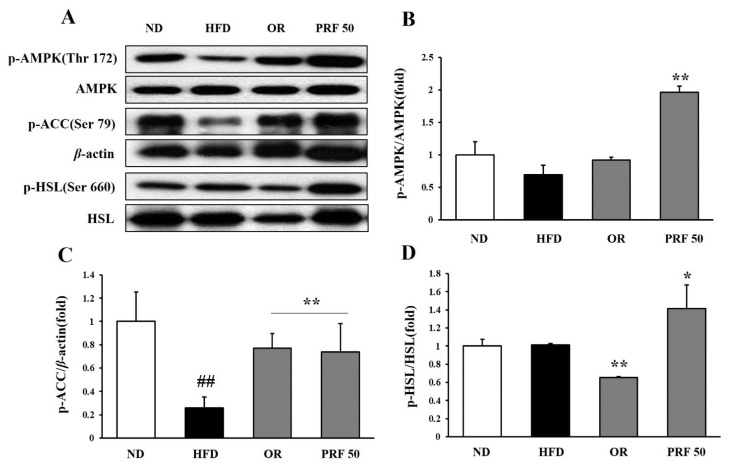
Effect of PRF on the regulation of lipid-metabolism-related protein expression in epididymal adipose tissue in HFD-induced obese mice. The expression of p-AMPK, AMPK, p-ACC, p-HSL, HSL, and β-actin was analyzed by Western blot analysis (**A**), and the intensity of each band was measured using ImageJ. The relative intensity of p-AMPK/AMPK (**B**), p-ACC/β-actin (**C**), and p-HSL/HSL (**D**). The results are expressed as the means ± SDs (*n* = 3; ^##^ *p* < 0.01 compared to ND; * *p* < 0.05, ** *p* < 0.01 compared to HFD). ND, normal diet; HFD, high-fat diet; OR, HFD + 15.6 mg of orlistat; PRF 50, PRF 100, and PRF 200, HFD + 50, 100, and 200 mg of PRF, respectively.

**Figure 6:**
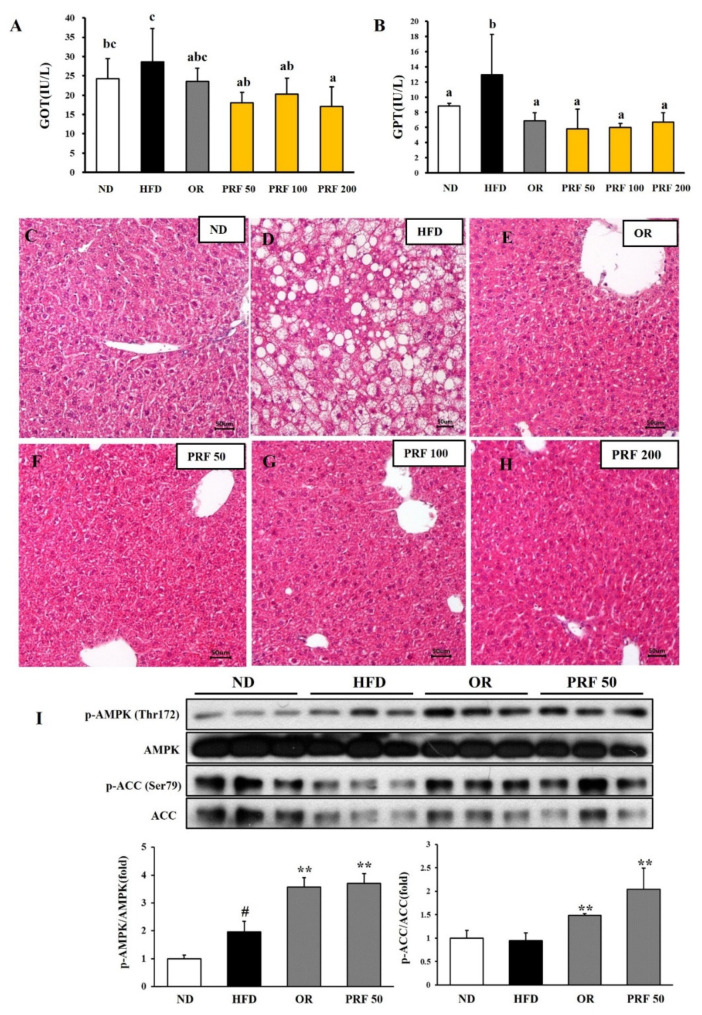
Effect of PRF on liver function in HFD-induced obese mice. (**A**) GOT levels; (**B**) GPT levels. The results are expressed as the means ± SDs (*n* = 7). The values with different letters (a–c) are significantly different (*p* < 0.05) from each other according to one-way ANOVA and Duncan’s multiple-range test. The liver sections for ND (**C**), HFD (**D**), OR (**E**), PRF 50 (**F**), PRF 100 (**G**), and PRF 200 (**H**) stained with H&E (200×). Scale bar = 50 µm. (**I**) Western blot of AMPK and ACC. The results are expressed as the means ± SDs (*n* = 3; ^#^ *p* < 0.05 compared to ND; ** *p* < 0.01 compared to HFD). ND, normal diet; HFD, high-fat diet; OR, HFD + 15.6 mg of orlistat; PRF 50, PRF 100, and PRF 200, HFD + 50, 100, and 200 mg of PRF, respectively.

**Figure 7:**
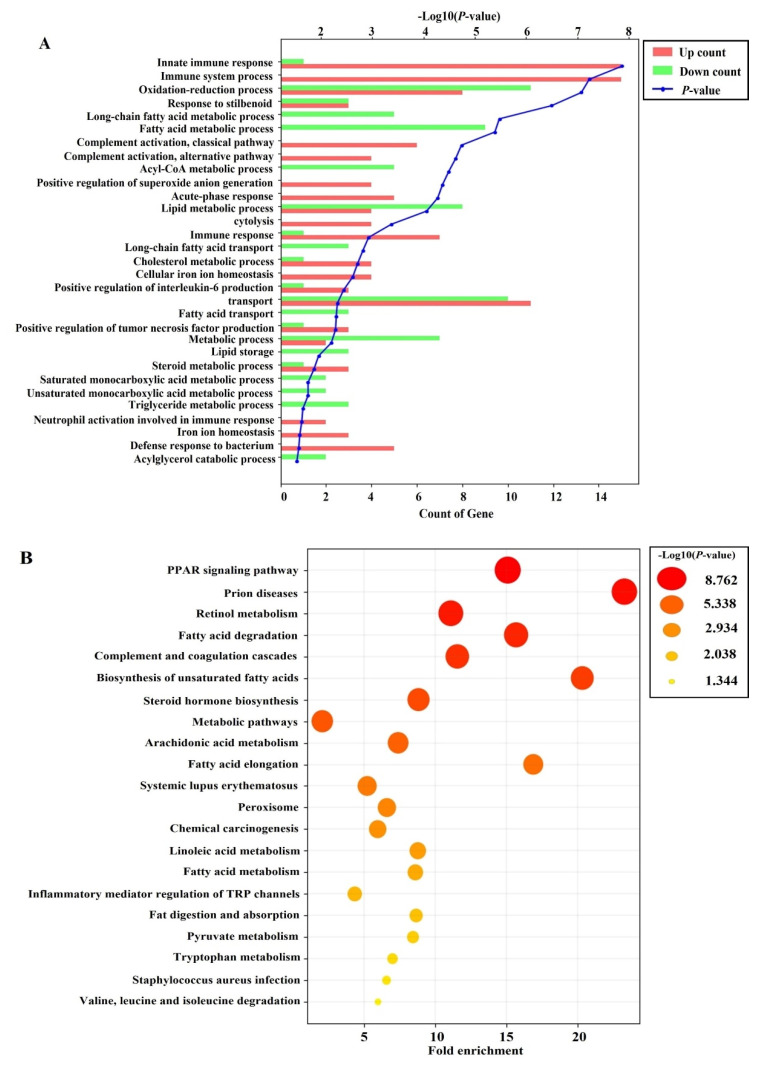
Effects of PRF administration on the liver transcriptome in HFD-induced obese mice. (**A**) Gene Ontology (GO) analysis using differentially expressed genes (DEGs) between the PRF 50 and HFD groups. Top 30 terms within the biological process category of GO function analysis. (**B**) Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis using DEGs between the PRF 50 and HFD groups. Top 20 terms among KEGG pathways. A *p*-value < 0.05 was considered to reflect statistical significance.

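Beside the lipid genes, Table S1 contains genes of the immune response, which fall into groups that behaved differently from mouse to mouse. All 8 complement genes of Table S1 were higher in the PRF 50 group, without overlap between the 3 PRF 50 and the 3 HFD mice, and all 8 had an adjusted limma p-value under 0.05. Of these, C1qa, C1qb, C1qc, and Cfp are also counted among the macrophage genes below, so the complement and macrophage counts are not independent. C6 and C8b are also on a list of genes with higher expression in males. A list of macrophage genes drawn up from general knowledge shares 18 genes with Table S1. All 18 had a higher mean in the PRF 50 group, 16 of them without overlap between the groups, and 11 had an adjusted limma p-value under 0.05. Marco, a scavenger receptor of macrophages, had a log2 fold change of 2.61 (standard error 0.82, adjusted p = 0.135 from limma), and Cd5l had 1.59 (standard error 0.27, adjusted p = 0.0322 from limma). Averaged over the 18 genes, the expression was 3.86 ± 0.48 in the ND group, 3.92 ± 0.36 in the HFD group, and 5.28 ± 0.48 in the PRF 50 group on the log2(FPKM + 1) scale (SD, n = 3).
A corresponding list of acute-phase genes, which hepatocytes express during inflammation, shares 11 genes with Table S1. In none of the 11 were the groups separated, and 1 (Lrg1) reached an unadjusted limma p-value under 0.05. Serum amyloid A 1 (Saa1) was 12.46 and 11.52 in PRF 50 mice 3 and 9, but 6.73 in PRF 50 mouse 10, below the 6.97 to 8.43 of the HFD mice. Orosomucoid 2 (Orm2) was 9.91, 7.92, and 3.26 in the same mice and between 4.13 and 4.82 in the HFD mice. The Saa and Orm genes have close paralogs that can share reads. The mean of the 11 genes was 10.43, 9.16, and 6.49 in PRF 50 mice 3, 9, and 10 and 7.63, 7.11, and 7.33 in HFD mice 1, 2, and 3 (two-sided exact permutation test, p = 0.4).

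**Figure D3:**
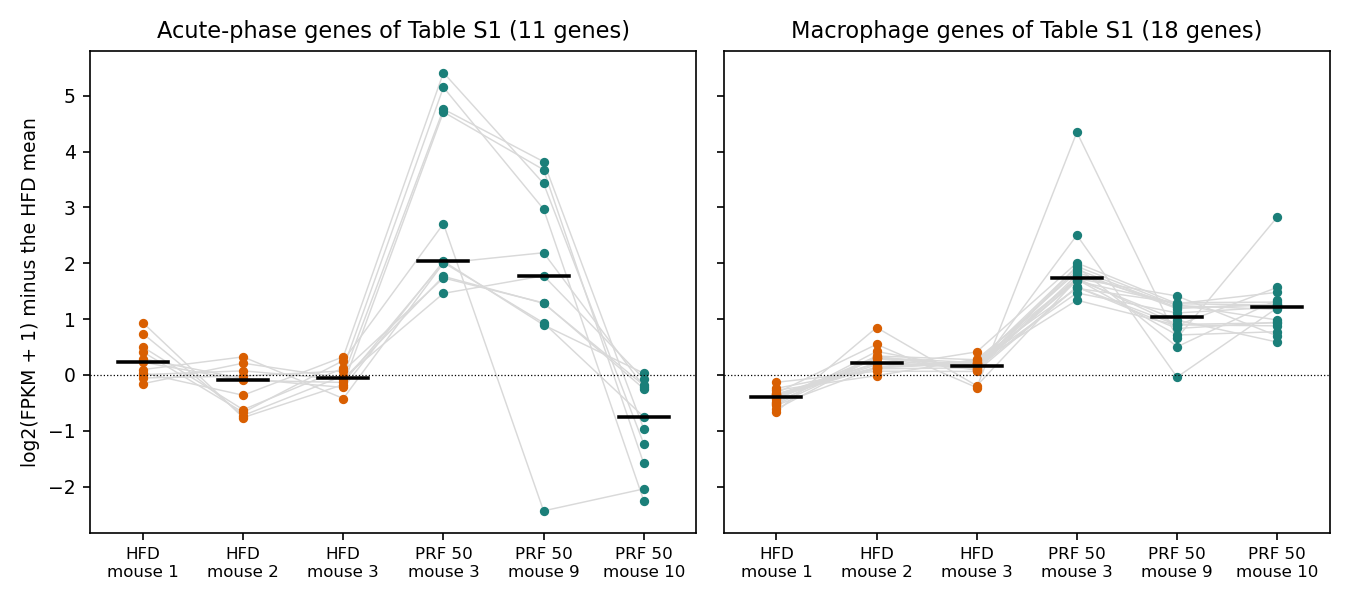
Expression of the 11 acute-phase and the 18 macrophage genes of Table S1 in each HFD and PRF 50 mouse (x axis), as the difference of log2(FPKM + 1) from the mean of the HFD mice (y axis). Each point is a gene, gray lines connect a gene across mice, and black bars mark the median, which for the acute-phase genes is 2.04, 1.78, and -0.75 in PRF 50 mice 3, 9, and 10.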

**Table 1:** Effects of PRF on body weight food intake and organ weights in HFD-induced obese mice.

	ND	HFD	OR	PRF 50	PRF 100	PRF 200
Initial weight (g)	27.64 ± 1.26 ^a^	34.60 ± 6.20 ^b^	32.53 ± 3.78 ^b^	33.01 ± 4.61 ^b^	32.70 ± 3.11 ^b^	32.84 ± 2.83 ^b^
Final weight (g)	28.73 ± 0.30 ^a^	43.26 ± 5.68 ^c^	37.36 ± 3.98 ^b^	37.54 ± 5.12 ^b^	37.07 ± 3.56 ^b^	36.71 ± 4.66 ^b^
Weight gain (g)	1.26 ± 0.30 ^a^	8.66 ± 1.20 ^c^	4.83 ± 1.93 ^b^	4.53 ± 2.10 ^b^	4.37 ± 2.17 ^b^	3.87 ± 2.22 ^b^
Food intake (g/mouse/day)	4.08 ± 0.51 ^a^	2,76 ± 0.18 ^b^	3.05 ± 0.34 ^b^	2.89 ± 0.50 ^b^	2.61 ± 0.23 ^b^	2.74 ± 0.56 ^b^
Liver (g)	1.37 ± 0.08 ^bc^	1.49 ± 0.41 ^c^	1.09 ± 0.18 ^a^	1.36 ± 0.15 ^abc^	1.19 ± 0.17 ^ab^	1.25 ± 0.08 ^ab^
Epididymal fat (g)	0.67 ± 0.17 ^a^	2.55 ± 0.60 ^c^	2.11 ± 0.20 ^bc^	1.70 ± 0.41 ^b^	1.93 ± 0.41 ^b^	1.74 ± 0.77 ^b^
Kidney (g)	0.30 ± 0.03 ^a^	0.36 ± 0.02 ^b^	0.31 ± 0.04 ^a^	0.35 ± 0.03 ^b^	0.34 ± 0.02 ^b^	0.34 ± 0.03 ^b^
Spleen (g)	0.08 ± 0.01 ^a^	0.13 ± 0.02 ^b^	0.07 ± 0.02 ^a^	0.09 ± 0.01 ^a^	0.08 ± 0.02 ^a^	0.09 ± 0.03 ^a^

HFD-induced obese mice were orally administered the drug under an HFD for a further 5 weeks. ND, normal diet; HFD, high-fat diet; OR, HFD + 15.6 mg of orlistat; PRF 50, PRF 100, and PRF 200, HFD + 50, 100, and 200 mg of PRF, respectively. The results are expressed as the means ± SDs (*n* = 7). The values with different letters (a–c) are significantly different (*p* < 0.05) from each other according to one-way ANOVA and Duncan’s multiple-range test.

## Data Availability

The datasets generated for this study can be found in GEO, Accession NO. GSE193785.

## Supplementary Materials

The following supporting information can be downloaded at https://www.mdpi.com/article/10.3390/nu14040865/s1: Table S1. List of differentially expressed genes in HFD versus PRF 50 group.

# Supplementary material for: Anti-Obesity Effects of Polymethoxyflavone-Rich Fraction from Jinkyool (Citrus sunki Hort. ex Tanaka) Leaf on Obese Mice Induced by High-Fat Diet
**Source:** Nutrients. 2022 Feb 18;14(4):865. doi: 10.3390/nu14040865
**Supplement:** Supplementary file 1

Table S1. List of differentially expressed genes (DEGs) in HFD versus PRF 50 Groups.

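Table S1 lists a fold change for each DEG, with values above 1 for genes higher and below 1 for genes lower in the PRF 50 group. All 117 genes were found in the deposited tables, 4 of them after the printed symbol was corrected from the printed description. The printed fold changes equal the ratio of the group means of FPKM + 1 on the linear scale, with a median absolute log2 difference of 0.000228 and a largest difference of 0.0131. The difference between group means on the log2 scale, which was tested here, deviates from the printed values by a median of 0.0383 and by up to 1.83. Table S1 prints no p-value for the genes.
In limma on the log2 values, 101 of the 117 genes had an unadjusted p under 0.05, and 97 also had a fold change above 2 in the printed direction, 45 of them up and 52 down. The adjusted limma p was under 0.05 for 70 genes when adjusted over all 10084 tested genes, and for 100 genes when adjusted over the 117 alone. The latter count says little about stability, since the genes were chosen on these same mice. The 20 genes that did not meet both criteria together include 10 of the acute-phase genes as well as Cyp4a12a and Cyp7a1. The direction differed for hepcidin 2 (Hamp2), with a printed fold change of 2.207 and a log2 fold change of -0.59 (standard error 1.25, adjusted p = 0.839 from limma). Hamp2 was 11.52 in PRF 50 mouse 3 and 6.38 and 6.77 in the other PRF 50 mice, against 8.14 to 9.22 in the HFD mice.

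**Figure D4:**
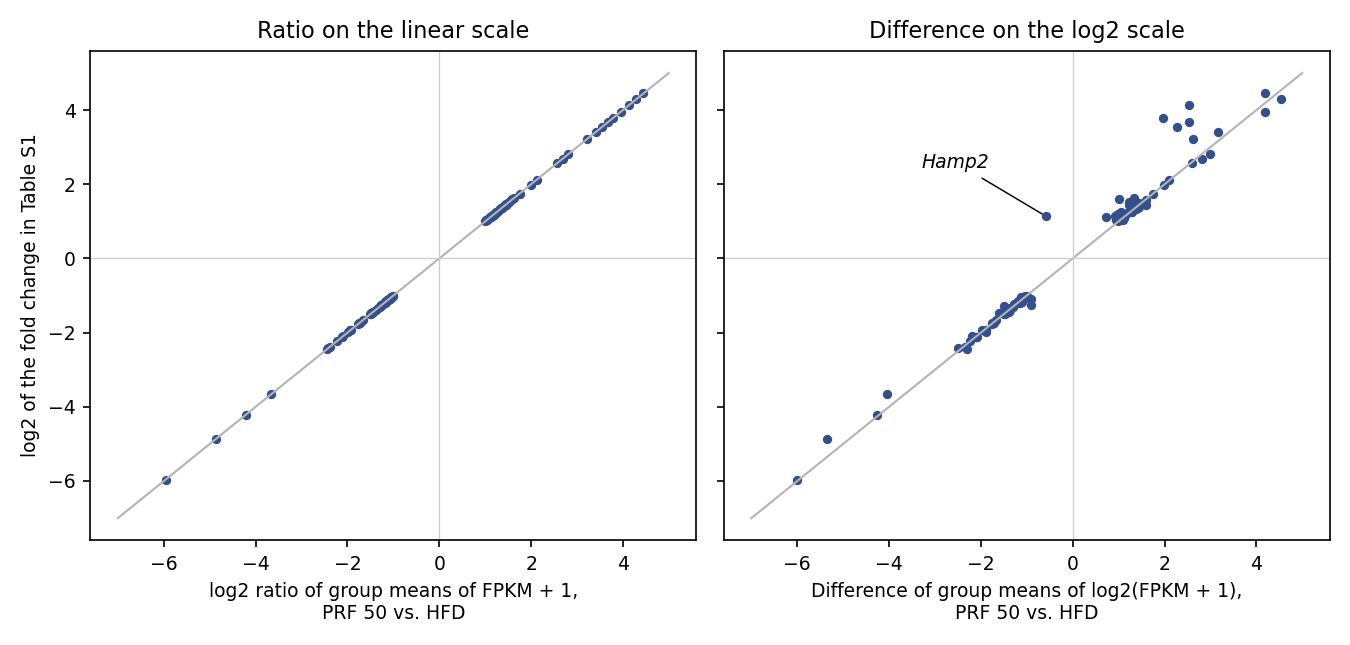
The log2 of the fold changes printed in Table S1 (y axis) against the log2 ratio of linear group means (left, x axis) and the difference of log2 group means (right, x axis), in PRF 50 vs. HFD. Each point is 1 of the 117 genes and the gray line marks equality. On the left all points lie within 0.0131 of the line, and on the right Hamp2 lies on the other side of 0.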

| Gene symbol   | Description                                               | Fold Change |
|---------------|-----------------------------------------------------------|-------------|
| 1810011O10Rik | RIKEN cDNA 1810011O10 gene                                | 0.452       |
| 2010003K11Rik | RIKEN cDNA 2010003K11 gene                                | 0.413       |
| Abcc3         | ATP-binding cassette, sub-family C (CFTR /MRP), member 3  | 0.494       |
| Abhd6         | abhydrolase domain containing 6                           | 0.447       |
| Acaa1b        | acetyl-Coenzyme A acyltransferase 1B                      | 0.301       |
| Acot1         | acyl-CoA thioesterase 1                                   | 0.186       |
| Acot3         | acyl-CoA thioesterase 3                                   | 0.054       |
| Acot4         | acyl-CoA thioesterase 4                                   | 0.213       |
| Acs11         | acyl-CoA synthetase long-chain family member 1            | 0.469       |
| Acss3         | acyl-CoA synthetase short-chain family member 3           | 0.191       |
| Aldh3a2       | aldehyde dehydrogenase family 3, subfamily A2             | 0.368       |
| Anxa2         | annexin A2                                                | 0.471       |
| Apoa4         | apolipoprotein A-IV                                       | 0.230       |
| Aqp8          | aquaporin 8                                               | 0.460       |
| C1qa          | complement component 1, q subcomponent, alpha polypeptide | 2.561       |
| C1qb          | complement component 1, q subcomponent, beta polypeptide  | 2.806       |
| C1qc          | complement component 1, q subcomponent, C chain           | 2.759       |
| C6            | complement component 6                                    | 3.971       |
| C8a           | complement component 8, alpha polypeptide                 | 2.038       |
| C8b           | complement component 8, beta polypeptide                  | 2.633       |
| C9            | complement component 9                                    | 2.002       |
| Car3          | carbonic anhydrase 3                                      | 0.385       |
| Cd36          | CD36 antigen                                              | 0.185       |
| Cd52          | CD52 antigen                                              | 2.238       |

|          |                                                                     |       |
|----------|---------------------------------------------------------------------|-------|
| Cd5l     | CD5 antigen-like                                                    | 2.966 |
| Ces1d    | carboxylesterase 1D                                                 | 0.358 |
| Ces1e    | carboxylesterase 1E                                                 | 0.450 |
| Cfp      | complement factor properdin                                         | 2.713 |
| Cib3     | calcium and integrin binding family member 3                        | 6.993 |
| Clec4f   | C-type lectin domain family 4, member f                             | 2.512 |
| Crat     | carnitine acetyltransferase                                         | 0.359 |
| Csflr    | colony stimulating factor 1 receptor                                | 2.601 |
| Ctss     | cathepsin S                                                         | 2.328 |
| Cxcl1    | chemokine (C-X-C motif) ligand 1                                    | 3.012 |
| Cyba     | cytochrome b-245, alpha polypeptide                                 | 2.180 |
| Cyp1a2   | cytochrome P450, family 1, subfamily a, polypeptide 2               | 2.056 |
| Cyp2b9   | cytochrome P450, family 2, subfamily b, polypeptide 9               | 0.016 |
| Cyp2c38  | cytochrome P450, family 2, subfamily c, polypeptide 38              | 0.229 |
| Cyp3a11  | cytochrome P450, family 3, subfamily a, polypeptide 11              | 0.362 |
| Cyp3a59  | cytochrome P450, family 3, subfamily a, polypeptide 59              | 0.416 |
| Cyp4a10  | cytochrome P450, family 4, subfamily a, polypeptide 10              | 0.079 |
| Cyp4a12a | cytochrome P450, family 4, subfamily a, polypeptide 12a             | 0.416 |
| Cyp4a14  | cytochrome P450, family 4, subfamily a, polypeptide 14              | 0.034 |
| Cyp7a1   | cytochrome P450, family 7, subfamily a, polypeptide 1               | 2.206 |
| Cyp7b1   | cytochrome P450, family 7, subfamily b, polypeptide 1               | 2.513 |
| Dnajc12  | DnaJ heat shock protein family (Hsp40) member C12                   | 2.725 |
| Egfr     | epidermal growth factor receptor                                    | 3.365 |
| Ehhadh   | enoyl-Coenzyme A, hydratase /3-hydroxyacyl Coenzyme A dehydrogenase | 0.484 |
| Eif4ebp3 | eukaryotic translation initiation factor 4E binding protein 3       | 2.243 |
| Elov15   | ELOVL family member 5, elongation of long chain fatty acids (yeast) | 0.456 |
| Enho     | energy homeostasis associated                                       | 5.905 |

|          |                                                                                          |        |
|----------|------------------------------------------------------------------------------------------|--------|
| Fabp2    | fatty acid binding protein 2, intestinal                                                 | 0.466  |
| Fabp5    | fatty acid binding protein 5, epidermal                                                  | 2.733  |
| Fabp7    | fatty acid binding protein 7, brain                                                      | 2.376  |
| Fcer1g   | Fc receptor, IgE, high affinity I, gamma polypeptide                                     | 2.224  |
| Fcna     | ficolin A                                                                                | 2.417  |
| Fgl1     | fibrinogen-like protein 1                                                                | 3.077  |
| Fitm1    | fat storage-inducing transmembrane protein 1                                             | 0.439  |
| G0s2     | G0 /G1 switch gene 2                                                                     | 0.261  |
| G6pc     | glucose-6-phosphatase, catalytic                                                         | 0.233  |
| Gm4952   | predicted gene 4952                                                                      | 0.488  |
| Gngt2    | guanine nucleotide binding protein (G protein), gamma transducing activity polypeptide 2 | 2.152  |
| Gstp1    | glutathione S-transferase, pi 1                                                          | 4.350  |
| Hamp2    | hepcidin antimicrobial peptide 2                                                         | 2.207  |
| Hhex     | hematopoietically expressed homeobox                                                     | 2.049  |
| Hmox1    | heme oxygenase 1                                                                         | 2.882  |
| Hp       | haptoglobin                                                                              | 2.166  |
| Hpx      | hemopexin                                                                                | 2.303  |
| Hsd3b5   | hydroxy-delta-5-steroid dehydrogenase, 3 beta- and steroid delta-isomerase 5             | 6.441  |
| Ifi27l2a | interferon, alpha-inducible protein 27 like 2A                                           | 2.697  |
| Inhbe    | inhibin beta-E                                                                           | 0.438  |
| Lbp      | lipopolysaccharide binding protein                                                       | 2.237  |
| Lcn2     | lipocalin 2                                                                              | 13.831 |
| Lgals1   | lectin, galactose binding, soluble 1                                                     | 0.251  |
| Lgm1     | legumain                                                                                 | 2.117  |
| Lrg1     | leucine-rich alpha-2-glycoprotein 1                                                      | 2.364  |
| Lst1     | leukocyte specific transcript 1                                                          | 2.038  |

|           |                                                                                |        |
|-----------|--------------------------------------------------------------------------------|--------|
| Ly6e      | lymphocyte antigen 6 complex, locus E                                          | 2.269  |
| Lyz2      | lysozyme 2                                                                     | 2.518  |
| Marco     | macrophage receptor with collagenous structure                                 | 9.314  |
| Me1       | malic enzyme 1, NADP(+)-dependent, cytosolic                                   | 0.298  |
| Mfsd2a    | major facilitator superfamily domain containing 2A                             | 0.369  |
| Mme       | membrane metallo endopeptidase                                                 | 0.356  |
| Moxd1     | monooxygenase, DBH-like 1                                                      | 21.842 |
| Mpeg1     | macrophage expressed gene 1                                                    | 2.501  |
| Mup20     | major urinary protein 20                                                       | 2.552  |
| Orm2      | orosomucoid 2                                                                  | 17.617 |
| Paqr7     | progesterone and adipoQ receptor family member VII                             | 0.469  |
| Pex11a    | peroxisomal biogenesis factor 11 alpha                                         | 0.292  |
| Pklr      | pyruvate kinase liver and red blood cell                                       | 0.442  |
| Pla2g6    | phospholipase A2, group VI                                                     | 0.473  |
| Plin2     | .                                                                              | 0.351  |
| Ppp1r3b   | protein phosphatase 1, regulatory (inhibitor) subunit 3B                       | 0.443  |
| Rdh16     | retinol dehydrogenase 16                                                       | 0.407  |
| Retsat    | retinol saturase (all trans retinol 13,14 reductase)                           | 0.394  |
| Rgs16     | regulator of G-protein signaling 16                                            | 0.464  |
| Rnase4    | ribonuclease, RNase A family 4                                                 | 2.098  |
| Saa1      | serum amyloid A 1                                                              | 12.793 |
| Saa2      | serum amyloid A 2                                                              | 11.592 |
| Sdc3      | syndecan 3                                                                     | 2.754  |
| Selenbp2  | selenium binding protein 2                                                     | 10.672 |
| Serpina1e | serine (or cysteine) peptidase inhibitor, clade A, member 1E                   | 15.511 |
| Slc16a7   | solute carrier family 16 (monocarboxylic acid transporters), member 7          | 0.459  |
| Slc25a25  | solute carrier family 25 (mitochondrial carrier, phosphate carrier), member 25 | 0.499  |

|          |                                                |        |
|----------|------------------------------------------------|--------|
| Slc25a47 | solute carrier family 25, member 47            | 0.425  |
| Slc3a1   | solute carrier family 3, member 1              | 2.696  |
| Steap4   | STEAP family member 4                          | 2.208  |
| Tceal8   | transcription elongation factor A (SII)-like 8 | 0.472  |
| Tff3     | trefoil factor 3, intestinal                   | 19.510 |
| Thrsp    | thyroid hormone responsive                     | 0.262  |
| Tsc22d1  | TSC22 domain family, member 1                  | 0.442  |
| Tsku     | tsukushi, small leucine rich proteoglycan      | 0.444  |
| Txnip    | thioredoxin interacting protein                | 0.484  |
| Tyrobp   | TYRO protein tyrosine kinase binding protein   | 2.174  |
| Vnn1     | vanin 1                                        | 0.317  |
| Vsig4    | V-set and immunoglobulin domain containing 4   | 2.383  |
| Wfdc17   | WAP four-disulfide core domain 17              | 2.242  |

---

How the deposited data were processed for this re-analysis (not part of the article)

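Liver RNA-Seq of 9 male C57BL/6J mice was analysed, 3 each from the ND, HFD, and PRF 50 groups, with 1 library per mouse. Mice were assigned to groups by the sample labels and the group definitions of the paper, and all 9 were used. The other experiments of the paper were not analysed here.

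The authors trimmed the reads with FASTX_Trimmer and BBMap, mapped them with TopHat, estimated FPKM with Cufflinks, and normalized between samples by a geometric method, which the authors state was done with EdgeR. The authors deposited 1 value per gene symbol and mouse on a log2 scale, read here as log2(FPKM + 1). The pseudocount of 1 in the deposited values is inferred from a lowest value of 0. The fold changes of Table S1 are the ratios of the group means of 2 raised to the deposited values. This match would hold for any constant added before the logarithm, so it cannot decide on the pseudocount. Tool versions, genome build, and annotation are not named in the paper's text. The deposited values are already normalized between mice. Median-of-ratios size factors computed from them lay between 0.998 and 1.01.

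Counts of reads were not used here, so the depth and the counting error of each value are unknown. Relative depths were estimated from the most common ratio between the low values of 2 mice and lay between 0.962 and 1.60 of the depth of HFD mouse 1. Values of genes with low expression are the least certain. An exact 0 is reported only as listed at 0, because Alb and 10 of the 20 Mup genes in the tables are at 0 in all 9 livers.

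Differences between groups were tested with limma (version 3.58.1) in R (version 4.3.3), with lmFit and eBayes with a trend, on the deposited log2 values of the 6 mice of the 2 groups compared. Genes with a mean of at least 1 FPKM over these mice, from the back-transformed values, were tested. The criteria were an unadjusted p under 0.05 with a fold change above 2, as in the paper, and a Benjamini-Hochberg adjusted p under 0.05. Every adjusted p-value and every p-value of a single gene in the text is from limma. PRF 50 vs. ND was fitted in the same way for the statements on ND levels. Gene lists were tested with limma's camera at an inter-gene correlation of 0.01. The lists, the criteria for PRF 50 vs. HFD and HFD vs. ND, the camera tests of lipogenesis and fatty-acid oxidation, the rule for the genes named in the text, and the alternatives below, apart from those named as added later, were set before the data were examined. The tests of explanations that were chosen only after a result was seen are named at the top of the parts that report them. Averages of lists per mouse were compared with two-sided exact permutation tests, whose smallest p is 0.1 with 3 mice against 3.

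The genes named in the text are those named in the paper, those of Table S1, members of the gene lists, and the 5 genes with the smallest p in each direction of a comparison among those past p under 0.05 and fold above 2 without overlap between the groups.  Genes named outside this rule are marked where they appear. The steps were tested on 5 simulated data sets with the means and spreads of the deposited values, 10044 tested genes (median), and 200 genes changed by 1.5 to 2 on the log2 scale. The fit placed 99.5% of the changed genes past p under 0.05 and fold above 2 (median), with 20 unchanged genes past both criteria. Camera found the simulated shift in 5 of 5 lists of 25 genes and called 0 of 5 lists without a shift. The simulated genes varied independently of each other, unlike the genes of the real lists. The simulation therefore cannot show how often camera at the preset correlation calls a list without a shift in these mice.

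Gene positions, transcript lengths, and GC content were taken from GENCODE M21 on GRCm38 by gene symbol. A single gene of the same name was found for 95.4% of the symbols. The alternatives tried were all 9 mice in 1 fit, leaving out each mouse in turn, a pseudocount of 0.1, no minimum level, a minimum of 10 FPKM, median-of-ratios scaling, quantile normalization, eBayes without a trend, fold changes on the linear scale, an estimated inter-gene correlation, list members outside Table S1, and a division of the HFD mice between comparisons. GC content and length corrections and an expression minimum without a p-value were added after the data had been seen. GO and KEGG annotations were not used here, so the term counts of Fig. 7 were not recomputed.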

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

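The tests of GC content, transcript length, depth, and the clock and fasting-induced genes in HFD vs. ND were chosen only after the results had been seen.

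The paper reports DEGs between the PRF 50 and HFD groups but none between the HFD and ND groups, whose livers were also sequenced. Between these groups, 9978 genes were tested, and 134 had an unadjusted limma p-value under 0.05 and a fold change above 2, of which 69 were higher and 65 lower in the HFD group. An adjusted p-value under 0.05 was found for 133 genes. The 5 genes with the smallest p-values in each direction included the retinoic-acid hydroxylase Cyp26a1 (log2 fold change -2.50, adjusted p = 0.000281 from limma, separated in 3 of 3 mice against 3 of 3), Selenbp2 (-2.34), Cyp3a11 (-2.60), and Raet1d (-2.15) among the lower genes, and Rad51b (1.96), Adgrv1 (1.71), Slc22a27 (2.10), and Cyp2b9 (5.52) among the higher genes. The other 2 were Mup12, which had the smallest p-value of all tested genes and is listed at 0 in all ND mice and at 5.35 to 6.23 in the HFD mice, and Snord22, listed at 0 in all HFD mice and at 4.76 to 6.54 in the ND mice. Both belong to families in which values of exactly 0 occur beside high values, so reads shared between copies remain an explanation for these 2 genes. Of the 10 splits of the 6 mice into 3 and 3, 1 gave at least 134 genes, the real one, and the other 9 gave between 6 and 34. At an adjusted p-value under 0.05 the other 9 gave 0 genes (109 to 960 at an unadjusted p-value under 0.05). A design of this size can give no share of splits under 0.1, so by this count alone the changes cannot be told apart from a chance arrangement of the mice. After a correction for GC content, 135 genes passed both criteria, and after a correction for transcript length, 133. The relative depths of the 2 groups overlapped (two-sided exact permutation test, p = 0.7). Among 16 clock genes, 6 had an unadjusted limma p-value under 0.05, at least the third that was set as the limit, against 1504 of 9978 over all tested genes. Dbp, Tef, Ciart, and Per1 overlapped between the groups, and so did the average of the clock list (two-sided exact permutation test, p = 0.9). Of 17 tested fasting-induced genes outside Table S1, 11 were higher in the HFD group (mean log2 fold change 0.27, camera p = 0.00884), and the average of the whole list was higher in all 3 HFD mice than in the 3 ND mice (two-sided exact permutation test, p = 0.1). A different time of day or time since the last meal is therefore not set aside for part of these changes. The paper describes the same length of fast before blood collection for the mice, so a different time since the last meal would depart from that protocol. Whether time of day or time since the last meal accounts for single genes was not tested.

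Outside Table S1, 115 genes passed an unadjusted limma p-value under 0.05 and a fold change above 2 in PRF 50 vs. HFD, 62 of them higher and 53 lower in the PRF 50 group. The genes with the smallest p-values among them were C1s2, Mup12, and Tgm1. C1s2 had 2.71 in ND mouse 6 but is listed at 0 and 0.08 in ND mice 7 and 9, so its presence did not follow the diet. Over all 212 genes past these criteria, 1 of the 10 splits of the 6 mice gave as many genes, the real one, and the other splits gave between 10 and 44. At an adjusted p-value under 0.05, the real split gave 362 genes and the other 9 gave 0 (231 to 604 at an unadjusted p-value under 0.05). Correction for GC content left 217 genes and correction for transcript length 214. The relative depths overlapped (two-sided exact permutation test, p = 0.5). Of 15 clock genes, 4 had a limma p-value under 0.05, fewer than the third set as the limit and a share close to that of all genes (2039 of 10084). The average of the clock list was nevertheless lower in each PRF 50 mouse than in each HFD mouse (difference -0.0859, two-sided exact permutation test, p = 0.1). A different time of day is therefore not excluded. Fasting-induced genes outside Table S1 did not shift together (camera p = 0.541, mean log2 fold change -0.11, 8 of 18 higher), and the mean of all 20 genes on the list gave p = 0.3 in a two-sided exact permutation test. Reads shared between paralogs were not tested and remain an explanation for Mup12 and C1s2. With a share of splits that cannot go under 0.1, the count of splits alone cannot tell the changes apart from a chance arrangement of the 6 mice. Most of the 115 genes have low expression, since at a mean of at least 10 FPKM 106 genes in all passed the same criteria, of which 95 are in Table S1.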

How the results depend on the processing

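The GC content and length corrections and the expression minimum of 4 without a p-value were chosen after seeing the data. No paired analysis was possible because the groups compared share at most 1 animal number and the numbers identify different mice. Reads could not be recovered as whole numbers from FPKM values, so the alternatives that need counts were not run.

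The number of genes past an unadjusted p under 0.05 and a fold change above 2 in PRF 50 vs. HFD (212) stayed within 1.5 times under most settings. With a pseudocount of 0.1 it was 372 (226 higher, 146 lower, including all 212), and with a minimum of 10 FPKM 106, all of them among the 212. It ranged from 168 to 253 genes across the 6 fits that each left out 1 mouse. A fold above 2 on the linear scale with a group mean of at least 4 and no p-value, chosen after seeing the data, gave 122. In HFD vs. ND (134), the same settings gave 216, 68, and 73 genes, and leaving out 1 mouse gave 111 to 164. The cause was not tested, beyond the filter's removal of genes with low expression.

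The counts at an adjusted p under 0.05 were far less stable. In PRF 50 vs. HFD (362) they ranged from 15 to 242 across the 6 fits that each left out 1 mouse, and in HFD vs. ND (133) from 35 to 140. Testing all genes above 0 in any sample gave 126 and 37, respectively. The cause was not tested. With a minimum of 10 FPKM, 252 genes passed in PRF 50 vs. HFD, of which 49 were higher, against 144 of 362 at a minimum of 1 FPKM. Quantile normalization gave 245 (113 higher). The scalings moved the median of all genes by less than 0.1 on the log2 scale.

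The fatty-acid oxidation list kept its direction and stayed under 0.05 in every setting run, with a mean log2 fold change from -0.71 to -0.49 and a camera p from 6.75e-23 to 0.0350. The lipogenesis list kept its direction, with a mean from -0.74 to -0.39, but its camera p rose to 0.0977 when the inter-gene correlation was estimated from the mice (mean log2 fold change -0.60, correlation 0.22). Of the 10 splits of the 6 mice, 3 gave a camera p at least as small for lipogenesis as the real one, against 1 of 10 for fatty-acid oxidation. Of the 9 other splits, 7 gave a camera p under 0.05 for fatty-acid oxidation (smallest 5.44e-10) and 4 for lipogenesis (smallest 8.14e-11). A small camera p at the preset correlation of 0.01 was therefore also reached by mixed groupings for both lists. Each mixed split still sets a majority of HFD mice against a majority of PRF 50 mice, so part of a real difference stays in it. These splits cannot tell such a remainder from a camera p that is too small. For fatty-acid oxidation, the real split gave the smallest. All 28 oxidation genes were lower in PRF 50 vs. HFD under both other scalings, and 18 to 19 of 21 lipogenesis genes.

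The number of Table S1 genes past both criteria (97) and of those with opposite signs (79) stayed within 1.5 times under every alternative run, from 80 to 103 and from 70 to 87. Among 38 results for single genes, 30 kept their direction and their side of the threshold in every alternative run. Over 483 combinations, 6 became weaker, 5 stronger, and 4 reversed. The reversed ones were Fabp4 without HFD mouse 2 (0.25), without HFD mouse 3 (0.21), and without PRF 50 mouse 3 (0.21), and Prkaa1 without HFD mouse 3 (0.0399), none with a p under 0.05. Leaving out 1 mouse gave -0.59 to 0.25 for Fabp4 and -0.11 to 0.0399 for Prkaa1. The cause was not tested. Absolute depth is unknown, which limits statements on genes near 1 FPKM. HFD mouse 3 and PRF 50 mouse 9 were sequenced most deeply, at 1.60 and 1.51 of the depth of HFD mouse 1.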

Differences from the paper's values

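The paper's number of DEGs in PRF 50 vs. HFD is 117, of which 61 were upregulated and 56 downregulated by the paper's count. In limma with a minimum of 1 FPKM, the numbers were 212, 107, and 105. With a minimum of 10 FPKM, set before the data were examined, they were 106, 47, and 59, within 1.5 times of the paper's. Without PRF 50 mouse 3 they were 168, 62, and 106, the first 2 within that range, and without HFD mouse 1 they were 198, 83, and 115, of which the upregulated number was. No other alternative set before the data were examined closed the gap. A linear fold above 2 with a group mean of at least 4 on the log2 scale and no p-value, which was chosen after seeing the values, gave 122 genes.

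The paper's fold change of Hamp2 is 2.207, and the fold change on the log2(FPKM + 1) scale was 0.665 (log2 fold change -0.59). As the ratio of the linear group means, an alternative set before the data were examined, it was 2.21. Without PRF 50 mouse 9 or without PRF 50 mouse 10 the direction was also that of the paper, and under the other alternatives that change a fold change it was not. For the other 116 genes of Table S1, no difference of the fold change on the log2(FPKM + 1) scale of all 6 mice from the paper's was larger than the spread between mice and above 1.5 times. Under the alternatives such differences appeared for Moxd1 (pseudocount of 0.1, and without PRF 50 mouse 9), Mup20 (quantile normalization), Cib3, Cyp4a12a, and Serpina1e (without HFD mouse 1), Cd52, Cxcl1, Hmox1, and Hpx (without PRF 50 mouse 3), 2010003K11Rik, Cyp4a10, and Cyp4a14 (without PRF 50 mouse 9), and Selenbp2 (without PRF 50 mouse 10).

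The paper calls 20 genes that did not pass an unadjusted limma p under 0.05 and a fold above 2 here, among them Cyp4a12a and Cyp7a1, which the paper names in the PPAR pathway. For Cyp4a12a the log2 fold change was -0.91 (adjusted p = 0.539 from limma), and for Cyp7a1 it was 1.00 (adjusted p = 0.327 from limma). Both criteria were passed by Cyp4a12a without HFD mouse 3 (-1.59) and by Cyp7a1 without PRF 50 mouse 3 (1.58). With the fold as the ratio of linear means, 101 of the 117 genes passed, and without PRF 50 mouse 10, 103 did.

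The paper describes the uptake genes as recovered to ND levels. Cd36 and Fabp2 moved from the HFD towards the ND level, and Cd36 ended below it by 0.78 on the log2 scale. Fabp7 and Cyp7a1 did not differ between the HFD and ND groups (log2 fold changes 0.15 and -0.22, adjusted p = 0.828 and 0.825 from limma), and Fabp7 was above the ND level by 1.45 after PRF. Fabp5 was 4.95 in the ND, 3.00 in the HFD, and 4.60 in the PRF 50 group (adjusted p = 0.845 from limma for PRF 50 vs. ND).

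The paper proposes an increase of fatty-acid oxidation in the liver, also on the basis of AMPK and ACC phosphorylation measured there. Transcript levels measure neither phosphorylation nor the rate of oxidation, so the values below do not test that evidence. All 28 genes of the fatty-acid oxidation list were lower in the PRF 50 than in the HFD group, with a mean log2 fold change of -0.62 (-0.52 after quantile normalization). Of the 28, 26 (21 after quantile normalization) were also lower than in the ND group, with a mean of -0.28 (-0.16 after quantile normalization).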

Other observations

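The tests of sinusoidal endothelial, stellate, and erythroid genes, of PRF 50 mouse 10 in the macrophage list, of PPARα target genes, of how Table S1 was made, and of the splits for gene lists were chosen only after the results had been seen.

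Macrophage genes were higher in the livers of all 3 PRF 50 mice. Outside Table S1, all 12 tested markers on the list rose (mean log2 fold change 1.13, camera p = 5.26e-13), and in an exact permutation of the 6 mice 1 of the 10 splits gave a p as small, the real one. A camera p under 0.05 was also given by 7 of the 9 other splits (smallest 3.47e-07), which keep part of any real difference between the groups. The ND and HFD groups did not differ in the list (two-sided exact permutation test of the list average, p = 1), so the rise did not return the livers to the ND state. This is in line with a larger share of macrophage RNA in the PRF 50 livers. On a larger share of RNA from liver cells other than hepatocytes in general, the lists of 2 other cell types differed. Sinusoidal endothelial and stellate genes together had a camera p of 0.0275 (mean log2 fold change 0.26, 19 of 25 higher), but in an exact permutation of the 6 mice 6 of the 10 splits gave a p as small. The rise was that of the sinusoidal endothelial genes (mean 0.44, 11 of 13 higher, camera p adjusted over 17 lists 0.00615; two-sided exact permutation test of the list average, p = 0.4), whereas the stellate genes changed by 0.06 (8 of 12 higher, adjusted camera p = 0.792; two-sided exact permutation test, p = 0.9). More blood in the tissue is not settled by the 4 tested erythroid genes, which did not rise as a whole (camera p = 0.792, mean log2 fold change -0.0133, and 0.0463 after quantile normalization, 2 of 4 higher; two-sided exact permutation test of the list average, p = 1). Hba-a2 is at 4.64 in HFD mouse 1 and 0.03 in the other HFD and PRF 50 mice, and Hbb-bs at 3.02 in PRF 50 mouse 9 and under 0.2 in the other 5, as reads shared between copies would give, whereas Hba-a1 was 6.23 in the HFD and 6.88 in the PRF 50 group (adjusted p = 0.466 from limma). The remaining erythroid gene, Alas2, did not rise, with 5.66 to 5.96 in the HFD mice and 5.57 to 5.78 in the PRF 50 mice. PRF 50 mice 3 and 9, with the higher acute-phase genes, do not alone account for the rise, because PRF 50 mouse 10 failed to lie above all HFD mice in 1 of the 18 macrophage genes of Table S1, against 11 of the 11 acute-phase genes. A change in the state of resident macrophages was not tested apart from their number.

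Apart from Hamp2, which was higher in PRF 50 mouse 3 alone, the acute-phase genes of Table S1 were above all HFD mice in PRF 50 mice 3 and 9. In 11 of 11 genes, at least 1 PRF 50 mouse was not above all HFD mice, which restates that the groups were not separated. A candidate explanation is an inflammation in 1 or 2 animals that was not shared by the third PRF 50 mouse. The paper reports no measure of inflammation by mouse, and with 3 mice an effect of PRF that varies between animals cannot be told apart from it.

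Genes regulated by PPARα, the receptor that drives fatty-acid oxidation in the liver, fell in the PRF 50 group. All 14 targets of the list in Table S1 were lower. Outside Table S1, 31 of 32 tested targets were lower (mean log2 fold change -0.75, camera p = 5.24e-18), and in an exact permutation of the 6 mice 1 of the 10 splits gave a p as small, the real one. Of the 9 other splits, 7 gave a camera p under 0.05 (smallest 1.01e-08). Those splits keep part of any real difference between the groups, so they cannot tell it from a camera p that is too small. A fall of PPARα-dependent expression is a candidate explanation, as a hypothesis tested on the same data. The list average was 5.61 ± 0.15 in the ND group, 6.26 ± 0.14 in the HFD group, and 5.03 ± 0.26 in the PRF 50 group (SD, n = 3). It was 4.91 in PRF 50 mouse 10, whose acute-phase genes were not raised, against 6.09 to 6.35 in the HFD mice. A chance arrangement of the mice cannot be excluded with 3 against 3.

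Expression that differs between the sexes shifted in these male mice. In HFD vs. ND, the male-biased list fell (mean log2 fold change -0.70, 22 of 31 lower, 24 after quantile normalization) and the female-biased list rose (1.24, 17 of 20 higher). In PRF 50 vs. HFD the changes were opposite (0.87, 23 of 32 higher, 26 after quantile normalization, and -1.93, 18 of 19 lower). Hsd3b5, a male-specific gene, was 7.26 ± 0.31 in the ND group, 4.58 ± 0.98 in the HFD group, and 7.39 ± 0.60 in the PRF 50 group, and Cyp2b9, a female-biased gene, was 1.52 ± 1.15, 7.04 ± 0.43, and 1.04 ± 0.59 (SD, n = 3 each). Outside Table S1, the test of both lists with the sign of the female-biased genes changed gave a camera p of 2.21e-05, but it was carried by the female-biased genes (mean -1.06, 12 of 13 lower). The male-biased genes outside Table S1 did not rise as a whole (mean -0.14, 10 of 18 higher), and 2 of the 10 splits gave a p as small. A shift of sex-biased, growth-hormone-dependent expression may contribute, but these values do not settle it. Many genes of both lists have close paralogs.

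Of 116 genes of Table S1 tested in both comparisons, 79 changed in opposite directions, and 33 of Table S1 passed p under 0.05 and fold above 2 in HFD vs. ND too, 30 of them in the opposite direction. In 43 of 116, the PRF 50 mean was closer to the ND mean than the HFD mean was, and in 70 of the 79 the PRF 50 mean lay beyond the ND mean. An unadjusted limma p-value under 0.05 in PRF 50 vs. ND was found for 82 genes of Table S1, and an adjusted one for 17. Over all genes, 68 passed both criteria in PRF 50 vs. HFD and in HFD vs. ND, 66 of them in opposite directions, of which 39 are outside Table S1. The HFD mice are shared by both comparisons, which favors opposite signs.

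Cyp3a11 and Cyp26a1 were not restored. Cyp3a11 was 11.59 ± 0.26 in the ND group, 8.99 ± 0.16 in the HFD group, and 7.39 ± 0.80 in the PRF 50 group (adjusted p = 0.00684 from limma for PRF 50 vs. ND). Cyp26a1 was 4.16 ± 0.13, 1.65 ± 0.19, and 2.22 ± 0.12, respectively (adjusted p = 0.00147 from limma for PRF 50 vs. ND). In both, the ND mice were separated from all 6 mice on the HFD. Cholesterol synthesis genes were lower in HFD vs. ND (21 of 21, mean log2 fold change -0.58), but the list averages of the mice overlapped (two-sided exact permutation test, p = 0.2).

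The fold changes of Table S1 are given by the ratio of the group means of FPKM + 1 on the linear scale, with a largest log2 difference of 0.0131. A fold above 2 on that scale and a group mean of at least 4 on the log2 scale in either group were met by 122 genes, and all 117 genes of Table S1 are among them. This is in line with a minimum expression level in the selection of the DEGs, which the paper's text does not name. The lowest group mean of a Table S1 gene in its higher group was 4.01. The other 5 genes are Ang, Mup12, Mup8, Rnu6, and Snord22, named after their values were seen. Ang was separated between the groups (log2 ratio of linear means 1.26), and the other 4 are listed at 0 in some mice.

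Some values in the tables look unlike expression levels. Rnu6 is at 22.44 in HFD mouse 2 and listed at 0 in the other 8 mice, and without it the back-transformed total of that mouse falls from 6247560 to 545429, close to that of the other mice (527583 to 655459). In all, 21 genes are listed at 0 in at least 1 mouse and above 4 in another, 12 of them with names of small nuclear, nucleolar, or RNase P RNAs or proteins. Of 20 Mup genes, 10 are listed at 0 in all 9 mice, whereas Mup3 and Mup20 were above 10 in all 9. No biological explanation was tested for these values.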
